# Ovarian tachykinin signaling system induces the growth of secondary follicles during the gonadotropin-independent process

**DOI:** 10.1016/j.jbc.2025.108375

**Published:** 2025-03-03

**Authors:** Tsuyoshi Kawada, Masato Aoyama, Shin Matsubara, Tomohiro Osugi, Tsubasa Sakai, Shinji Kirimoto, Satsuki Nakaoka, Yuki Sugiura, Keiko Yasuda, Honoo Satake

**Keywords:** tachykinin, secondary follicle, growth, receptor, prostaglandin

## Abstract

Mammalian follicle growth development is mainly regulated by the hypothalamus–pituitary–gonadal axis after puberty. Although pituitary hormones, gonadotropins, are involved in hypothalamus–pituitary–gonadal axis signaling, they are not responsible for the growth of early stage follicles, namely, primordial follicles, primary follicles, and secondary follicles, in both sexually immature and mature individuals. Unlike those of gonadotropin-dependent follicle growth, the specific regulatory factors of gonadotropin-independent follicle growth have yet to be identified. Here, we identified tachykinins (TKs) as inducers of gonadotropin-independent secondary follicle growth. TKs play various roles as neuropeptides or hormones in a wide variety of biological events both in the central nervous system and in peripheral tissues, but a direct effect of TKs on ovarian follicles has yet to investigated. Follicle development was suppressed in sexually immature 3-week-old KO mice of *Tac1* gene encoding TKs (substance P and neurokinin A), which is independent of gonadotropins. TKs and their receptors are specifically localized to granulosa cells in mouse secondary follicles. Furthermore, TKs upregulate the prostaglandin (PG) synthase cyclooxygenase 2 *via* the Janus kinase 1–signal transducers and activators of transcription protein 3 signaling cascade. We also demonstrated that PGE2 and PGF2α are major PGs in the immature ovary, and the secondary follicle growth was enhanced by interaction between PGE2–PGF2α and their receptors, PGE2 receptor localized in the oocyte membrane and PGF2α receptor localized in the oocyte membrane, granulosa cells, and theca cells. Consequently, this study paves the way for exploring gonadotropin-independent early stage follicle growth systems and relevant dysfunctions, including pediatric endocrinological diseases.

Oogenesis is an essential process for species continuity. In mammals, there are six types of follicles that correspond with different developmental stages: primordial follicles, primary follicles, secondary follicles, preantral follicles, antral follicles, and Graafian follicles (1, 2, 3, 4, 5). Follicle growth and maturation are multistep biological events involving various endogenous and exogenous factors (1, 2). In particular, gonadotropins such as luteinizing hormone (LH) and follicle-stimulating hormone (FSH) are key factors for the growth and maturation of preantral follicles and antral follicles (1, 2, 3, 4, 5). Mammalian follicle growth development is regulated mainly by the hypothalamus–pituitary–gonadal (HPG) axis after puberty (6, 7). In adults, gonadotropin-releasing hormone (GnRH) is secreted from the hypothalamus to the pituitary gland and stimulates the release of LH and FSH from the pituitary into the blood (6, 7). Subsequently, gonadotropins are transported to the ovary *via* the circulatory system and act on follicles in the ovary (6, 7). LH stimulates theca cells in preantral follicles to produce testosterone, and estrogen is produced from testosterone in granulosa cells stimulated by FSH (6, 7). An increase in estrogen levels triggers the transition of preantral follicles to antral follicles. However, gonadotropins are not responsible for the growth of early stage follicles, such as primordial follicles, primary follicles, or secondary follicles. Notably, such premature gonadotropin-independent follicles grow at the fetal, neonatal, and infancy stages, at which point gonadotropins are not secreted; thus, the growth of gonadotropin-independent follicles is a critical step for generating high-quality fertile oocytes after puberty. Secondary follicles are composed of an oocyte, zona pellucida, granulosa cell layers, a basal lamina, and intracellular and extracellular theca cell layers. The major changes during the transition from secondary follicles to preantral follicles include oocyte enlargement, an increase in granulosa cell layers, and theca cell proliferation. Several oocytic factors, such as growth differentiation factor 9 and bone morphogenetic protein 15, and the granulosa cell and theca cell factor insulin-like growth factor 1, are thought to be involved in secondary follicle growth (2, 8, 9, 10, 11). However, these growth factors play a role in almost all stages of follicle development (2, 8, 9, 10, 11). Thus, no regulatory factor specific to the transition of secondary follicles to preantral follicles has been identified.

Tachykinins (TKs) are a large neuropeptide family widely conserved in chordates. In mammals, TKs play various roles as neuropeptides or hormones in a wide variety of biological events, including pain transmission, inflammation, cancer, depressive disorder, immune system, gut function, hematopoiesis, and reproduction (12, 13, 14). Mammalian TK family peptides are composed of four peptides: substance P (SP), neurokinin A (NKA), neurokinin B (NKB), and hemokinin-1/endokinin (12, 13, 14, 15, 16, 17). SP, NKA, and NKB exhibit favorable affinities for their receptors TACR1, TACR2, and TACR3, respectively (12, 13, 14, 15, 16, 17). Several reports have shown that TKs are involved in reproductive functions. NKB controls the secretion of kisspeptin from KNDy neurons in the hypothalamus, leading to the stimulation of GnRH neurons in mammals (7, 18). Loss of the *Tac1* gene, which encodes SP and NKA, delays the onset of puberty in mice (19). Furthermore, peripheral TKs were reported to stimulate uterine contractions (20) and enhance sperm motility (21). In contrast, the functions of ovarian TKs have not yet been determined except for their crucial role in inducing the growth of early stage ovarian follicles in the protovertebrate chordate *Ciona intestinalis* type A (22, 23, 24). Moreover, genes encoding TKs (SP, NKA, and NKB) and their receptors (TACR1–3) are expressed in the mammalian ovary (25, 26, 27), suggesting some biological role in reproductive functions in mammals.

In the present study, we revealed that mouse ovarian TKs promote secondary follicle growth in a gonadotropin-independent manner (namely, the HPG axis–independent stage).

## Results

### Follicle growth in the ovaries of Tac1 KO mice

The ovaries were collected from 3-week-old and 8-week-old wildtype mice and *Tac1*-KO mice. Three-week-old mice are sexually immature, whereas 8-week-old mice are sexually mature and fertile. The follicle count revealed that the number of preantral or more-grown follicles (greater than 150 μm in diameter) in the ovaries of *Tac1*-KO mice was significantly decreased compared with that in the ovaries of wildtype mice; the percentage of these follicles in the KO group was approximately 16.7% (Fig. 1*A*, Table 1, and Movies S1 and S2). Similarly, we counted the antral follicles (greater than 300 μm in diameter) in the ovaries from 8-week-old mouse, revealing that the number of full-growth antral follicles in the ovaries of *Tac1*-KO mice was still approximately 50% less than that in the ovaries of wildtype mice (Fig. 1*B*, Table 1, and Movies S3 and S4). In addition, no difference in the size or number of litters was detected between the wildtype mice and *Tac1*-KO mice. These results suggest that TKs, rather than the HPG axis, promote the growth of premature follicles.

**Figure 1:**
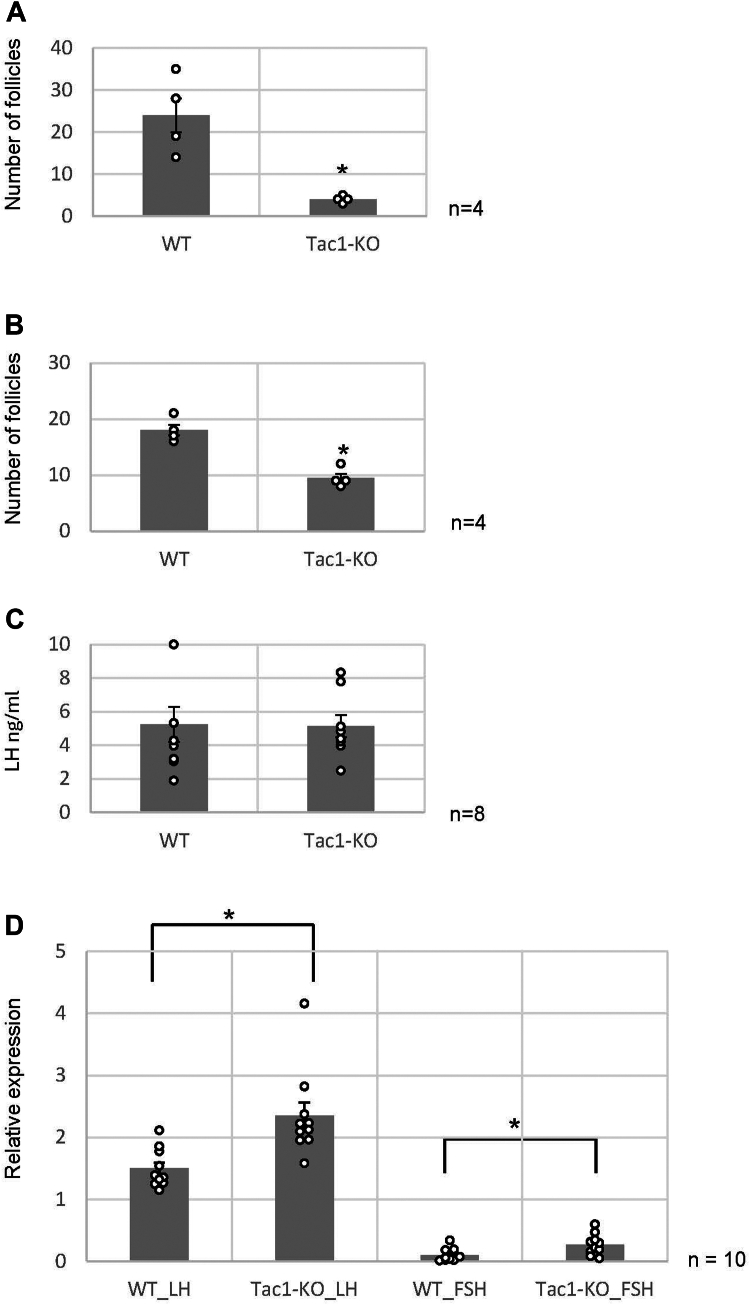
**Growth of follicles in the ovaries of *Tac1*-KO mice.***A*, estimation of the number of preantral or more-grown follicles (greater than 150 μm diameter) in a pair of ovaries of 3-week-old wildtype mice or *Tac1*-KO mice. The data are presented as the mean ± SEM. n = 4 per group. *B*, estimation of the number of antral follicles (with more than 300 μm in diameter) in a pair of ovaries from 8-week-old wildtype mice or *Tac1*-KO mice. The data are presented as the mean ± SEM. n = 4 per group. *C*, serum LH levels in 3-week-old wildtype and *Tac1*-KO mice. The data are presented as the mean ± SEM. n = 8 per group. *D*, real-time PCR-based quantification of *LH* and *FSH* gene expression in the ovaries of wildtype and *Tac1*-KO mice. *LH* and *FSH* gene expression was calculated from the ΔCt values using *GAPDH* as a housekeeping gene. Relative expression score was calculated as 2^−ΔΔCT^. The data are presented as the mean ± SEM. n = 10 per group. Significant differences (*p* < 0.05 according to the *t* test) are indicated by *asterisks*. FSH, follicle-stimulating hormone; LH, luteinizing hormone.

**Table 1:** Number of preantral and more grown follicles in the ovaries of 3-week-old and 8-week-old mice

	Number of follicles (>150 μm diameter; 3 wk)	Number of follicles (>300 μm diameter; 8 wk)
Wildtype	24.0 ± 4.0	18.0 ± 0.9
*Tac1*-KO	4.0 ± 0.4	9.5 ± 0.8

SP and NKA in the brain are thought to be involved in the stimulation of gonadotropins (FSH and LH) in adult mice (28, 29). Therefore, the suppression of follicle development in 3-week-old *Tac1*-KO mice (Fig. 1*A*, Table 1, and Movies S1 and S2) may be a result of reduced FSH and LH secretion because of the loss of TKs. To examine the effect of *Tac1* loss on the production and secretion of FSH and LH, we measured the gonadotropin levels in 3-week-old wildtype and *Tac1*-KO mice. The ELISA results demonstrated no difference in serum LH levels between 3-week-old wildtype and *Tac1*-KO mice (Fig. 1*C* and Table S1). Moreover, no differences in serum FSH levels were detected by ELISA in either 3-week-old wildtype or *Tac1*-KO mice (Table S1), and overall, the FSH levels were low, indicating that almost no FSH is secreted into the circulatory system of 3-week-old mice. Real-time PCR demonstrated that the LH and FSH gene expression in the pituitary glands of 3-week-old Tac1-KO mice was expressed 1.55-fold and 3.71-fold greater than in that of 3-week-old wildtype mice, respectively (Fig. 1*D*). Collectively, these ELISA and real-time PCR results confirmed that the suppression of follicle development in 3-week-old *Tac1*-KO mice (Fig. 1*A* and Table 1) was not because of a reduction in LH and FSH production or secretion. Moreover, these results suggest that TKs participate in the transition of secondary follicles to preantral follicles in sexually immature mice.

### Effects of TKs on follicle growth in the mouse ovary

Initially, we examined the localization of SP, NKA, NKB, and their receptors (TACR1, TACR2, and TACR3) in the ovaries of 2-week-old mice that were sexually immature. Immunostaining of the ovarian tissue sections revealed that three TKs and their receptors were mainly localized in the inner granulosa cell layer of the secondary follicles (Fig. 2). Moreover, double immunostaining of ovarian tissue sections showed that the TACR1 signals largely overlapped with those of other TK receptors (TKRs, namely, TACR2 and TACR3) and TKs (Fig. 2), indicating that the three TKs and their receptors are all colocalized in the inner granulosa cell layer of the secondary follicles. Moreover, we detected SP by immunoelectron microscopy using the 2-week-old mouse ovary. SP was shown to be present in secretory vesicles near the Golgi apparatus of granulosa cells within secondary follicles (Fig. S1). Combined with the *Tac1* gene expression in the mouse ovary (25), these results suggested that SP is produced in the granulosa cells and secreted from the granulosa cells. Taken together, these immunohistochemical data indicated that SP, NKA, and NKB function in granulosa cells in an autocrine–paracrine manner at the secondary follicle stage.

**Figure 2:**
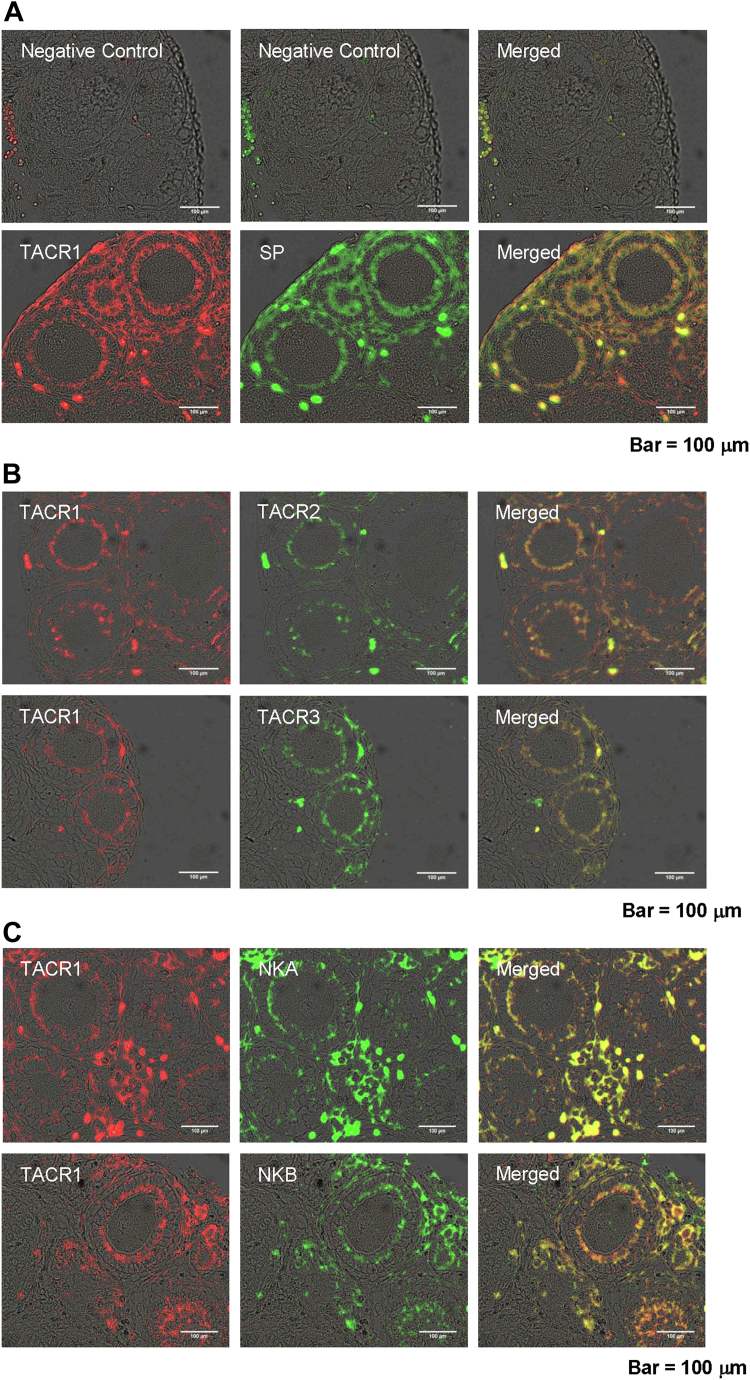
**Distribution of TKs and their receptors in the ovaries of 2-week-old mice.***A*, immunostaining of TACR1 (*red signal*) and SP (*green signal*) in an ovarian tissue section. The merged image shows the colocalization of TACR1 cells and SPs (*yellow signal*). No positive signal was observed for any of the antigens (*upper panel*). *B*, immunostaining of TACR1 (*red signal*) in an ovarian tissue section and another tachykinin receptor (TACR2 or TACR3; *green signal*). The merged image shows the localization of TACR1 and TACR2 cells or their colocalization (*upper panel*; *yellow signal*) or the colocalization of TACR1 and TACR3 cells (*lower panel*; *yellow signal*). *C*, immunostaining of TACR1 (*red signal*) and a TK (NKA or NKB; *green signal*) in an ovarian tissue section. The merged image shows the colocalization of TACR1 and NKA (*upper panel*; *yellow signal*) or the colocalization of TACR1 and NKB (*lower panel*; *yellow signal*). The scale bars indicate 100 μm. NKA, neurokinin; NKB, neurokinin B; SP, substance P; TK, tachykinin.

To examine whether TKs are involved in the growth of secondary follicles in mice, secondary follicles were treated with the TACR1 antagonist L-703,606, the TACR2 antagonist GR-94800, and/or the TACR3 antagonist SB218795. Figure 3 shows the effect of the antagonists on secondary follicle growth. In the absence of the antagonists, the secondary follicles grew normally; the follicle diameter increased to 63.04 ± 4.83 μm after 5 days. Moreover, the oocyte diameter increased to 26.20 ± 1.27 μm after 5 days. Notably, treatment of the secondary follicles with all three antagonists mostly (approximately 85%) blocked follicle and oocyte growth. Subsequently, we examined the effect of each TK antagonist on follicle and oocyte growth. As shown in Figure 3, follicle and oocyte growth was moderately (20–30%) inhibited in the presence of each TKR antagonist. Cotreatment with two TKR antagonists inhibited the growth of follicles and oocytes by 65 to 75% (Fig. 3). Collectively, these biological assays revealed that TKs are responsible for the growth of follicles and oocytes at the secondary follicle stage and that SP, NKA, and NKB exhibit equipotent and additive effects on mouse secondary follicle and oocyte growth.

**Figure 3:**
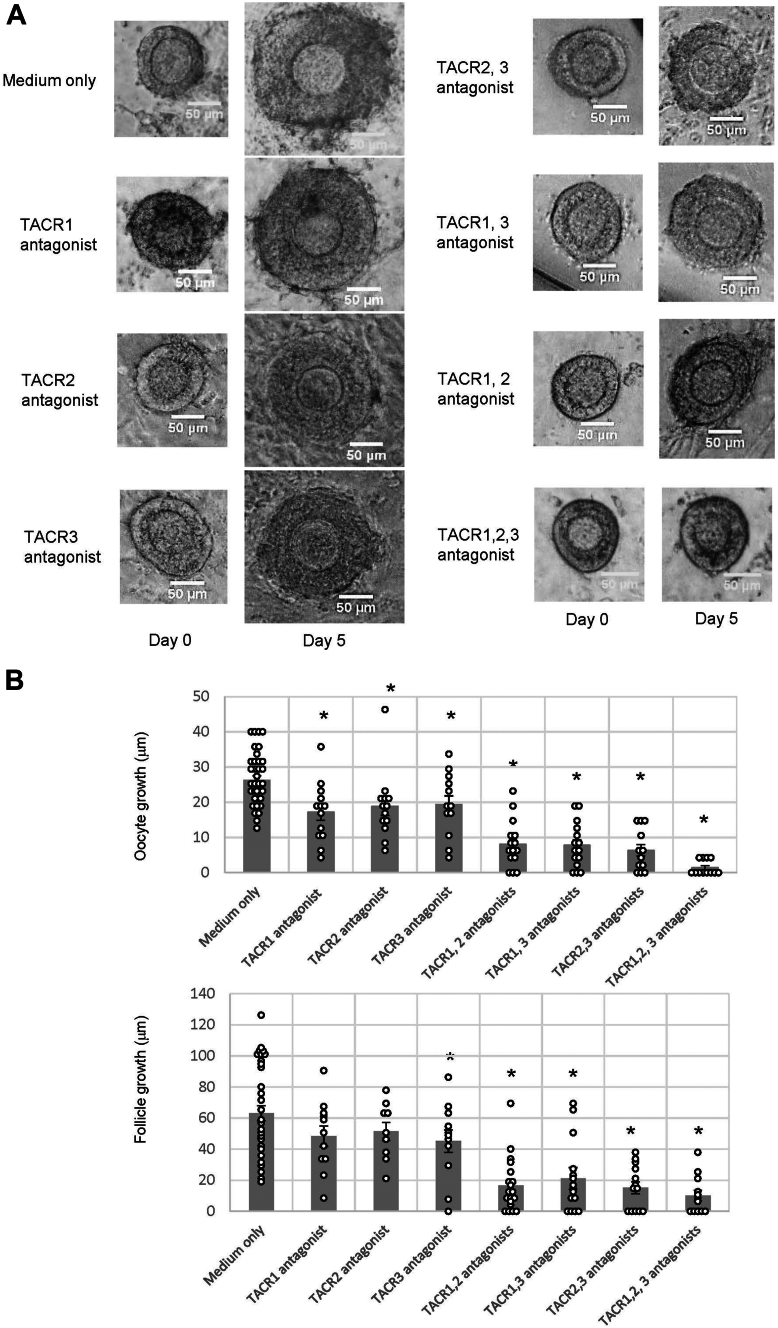
**Effects of TK antagonists on secondary follicle growth in three-dimensional follicle culture.***A*, secondary follicles were cultured in a collagen gel with theca cells for 5 days. The follicles were untreated (medium only) or treated with TKR antagonists (1 μM). The scale bars indicate 50 μm. *B*, the size of the follicles in three-dimensional culture in the presence or the absence of TKR antagonists for 5 days was measured. Oocyte growth was calculated by subtracting the oocyte diameter on day 0 from the oocyte diameter on day 5. Similarly, follicle growth was calculated by subtracting the follicle diameter length on day 0 from the follicle diameter length on day 5. Significant differences (*p* < 0.05 *versus* the medium-only group according to *t* test) are indicated by *asterisks*. TK, tachykinin; TKR, TK receptor.

### Tachykininergic follicle growth *via* cyclooxygenase 2 gene expression in mice

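Gene expression in cultured ovaries was profiled with single-colour oligonucleotide microarrays, on which the RNA of a sample is labelled with a fluorescent dye and each spot carries a probe for a transcript, so that the groups are compared between arrays. Ovaries of 2-week-old mice were cut into symmetrical pieces and cultured for 3 days with agonists of TACR1, TACR2 and TACR3 or with antagonists of these receptors, each ligand at 1 μM, and 1 array was hybridised for each group. The paper's text does not give the number of ovaries behind each RNA. With 1 array per group, no spread between ovaries can be estimated, and no statistical test was made. The authors deposited the spot signals of their image analysis software after its background correction, without scaling between the arrays. Of the 59305 spots that are not controls, 38765 (65.4%) were well above background on the agonist array and 36549 (61.6%) on the antagonist array by the software's own criterion, and 0 were saturated on either array. Each signal was taken as log2 and reduced by the 75th percentile of its array, which was 672 signal units for the agonists and 569 for the antagonists, and the spots of a probe were averaged after removal of spots the software had marked as outliers. A log2 ratio below is the agonist value minus the antagonist value. Among the 33073 probes well above background on both arrays, the median log2 ratio was -0.10 with an SD of 0.43 across probes; 890 probes were at least 2-fold higher and 233 at least 2-fold lower with the agonists. These counts describe the difference between a pair of arrays and are not counts of regulated genes. Over the alternatives they ranged from 127 higher and 18 lower, with a 4-fold threshold, to 3339 higher and 2333 lower, with no filter on dim probes. The largest positive log2 ratios among bright named genes were those of Dmkn (3.68), Ahsg (3.16), C3 (3.10), Ly6c1 (3.07) and Ccl6 (2.89), and the largest negative ones those of Trib3 (-1.49), Malat1 (-1.42), Apoc3 (-1.37), H2bc18 (-1.32) and Ddit3 (-1.32). Another probe of C3 gave 2.22. Among probes well above background on 1 array only, for which a fold has only a lower bound, Dpep1 was at least 15.0-fold, Arg1 at least 12.6-fold and Lrp2 at least 11.3-fold higher with the agonists, and Olfr429 was at least 14.0-fold, Olfr1156 at least 13.3-fold and Ccdc65 at least 11.1-fold lower. Each of these 6 bounds rests on a single spot per array, and another probe of Ccdc65 gave a log2 ratio of 0.39. The antagonist signal of Dpep1 (22.6) was above the lowest signal well above background on that array (19.9). Its bound therefore equals its face-value ratio and rests on a signal that was not well above background.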

To identify TK-induced factors involved in the growth of secondary follicles, we screened for differentially expressed genes in the ovaries of 2-week-old mouse treated with all the TKR antagonists and 2-week-old mouse treated with TKR agonists. Gene expression profile analysis demonstrated that the expression of *COX-2* (cyclooxygenase 2), a gene encoding a prostaglandin (PG) H synthase (30, 31), was downregulated by treatment with the three antagonists (accession no.: GSE213246, Table S2). 

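COX-2 was represented by 1 probe for the Ptgs2 transcript NM_011198, printed at 10 spots. On the agonist array 10 of the 10 spots were well above background, with processed signals between 27.7 and 44.9 and a mean of 37.6 ± 5.65 (SD over 10 spots). On the antagonist array 0 of the 10 spots were well above background. Their signals lay between 4.49 and 19.0 with a mean of 9.67 ± 4.84 (SD over 10 spots), and 8 of them were positive and significantly different from the local background by the software's criterion. These SDs cover the error between spots of an array and not the spread between ovaries. Every spot on the agonist array was brighter than every spot on the antagonist array, and after scaling the dimmest agonist spot was still 0.31 above the brightest antagonist spot on the log2 scale. Because COX-2 was not well above background with the antagonists, its difference has only a lower bound, for which the lowest signal among probes well above background on the antagonist array (19.9 signal units) stood in for the dim value. On this basis COX-2 was at least 1.58-fold higher with the agonists. The bound fell most, to 1.16-fold, when the background was corrected with the normexp method. In that setting its log2, 0.21, equals the face-value log2 ratio, so there it rests on the dim antagonist signals. Taken at face value, the scaled signals gave a log2 ratio of 1.86, and 17 of the 500 probes nearest in mean signal had a log2 ratio at least as large. Untreated ovaries were not analysed here. From the lower level with the antagonists, together with real-time PCR and the Tac1-KO ovaries, the paper concludes that TKs induce COX-2 expression in the ovary.

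**Figure D1:**
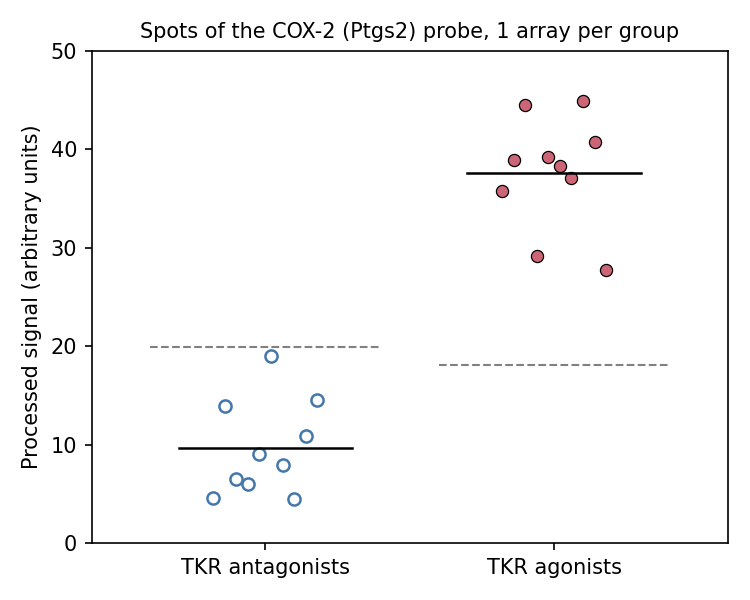
Processed signal (arbitrary units, before scaling between arrays) of the 10 spots of the COX-2 probe on the antagonist array and on the agonist array, 1 array per group. Points are spots, filled where well above background and open where not; solid lines are means over spots, and dashed lines are the lowest signal well above background on each array, 19.9 for the antagonists and 18.1 for the agonists. The antagonist spots lie between 4.49 and 19.0 and the agonist spots between 27.7 and 44.9.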

Real-time PCR also confirmed 3.6-fold increase in *COX-2* gene expression in the ovaries of mice treated with TK agonists (Fig. 4*A*). Likewise, real-time PCR confirmed significant decrease of *COX-2* gene expression in the ovaries of 2-week-old *Tac1-KO* mice, compared with those in the wildtype (Fig. S2). These results revealed that TKs induced *COX-2* gene expression in 2-week-old mouse ovaries. In addition, the expression of *COX-1*, a subtype of *COX-2* that is constitutively expressed (31, 32), was not altered by TKR agonist–antagonist treatment. 

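On the arrays of ovaries cultured with TKR agonists or antagonists, COX-1 was measured by 1 spot of 1 probe for the Ptgs1 transcript NM_008969, which was well above background on both arrays. Its processed signal was 397 with the agonists and 126 with the antagonists, a log2 ratio of 1.41 after scaling, or 2.66-fold. The image analysis software's own error estimates for these spots correspond to 0.21 on the log2 ratio, which covers the error of the spot and not the spread between ovaries. Of the 500 probes nearest in mean signal, 5 had a log2 ratio at least as large. The log2 ratio lay between 0.96, with the normexp background correction, and 1.69, with scaling on the spike-in controls. The real-time PCR of COX-1 shown in Fig. 4A is a separate measurement and was not analysed here.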

Subsequently, we investigated the expression and localization of COX-2 in the ovaries of 2-week-old mice. Immunostaining demonstrated the specific colocalization of TACR1 and COX-2 in the inner granulosa cell inner layer of secondary follicles (Fig. 4*B*). Moreover, the colocalization of TACR1 with TACR2 and TACR3 (Fig. 2) indicated that COX-2 colocalizes with all three TKRs. Combined with the induction of *COX-2* gene expression by TKR agonists (Fig. 4*A*), these results verified that TK induces *COX-2* gene expression in the granulosa cells of secondary follicles. Furthermore, follicle growth was inhibited by 82% and 90% when follicles in three-dimensional culture were treated with the COX-2 inhibitors, NS-398 and celecoxib, respectively. Moreover, oocyte growth was inhibited by 82% and 90% after treatment with NS-398 and celecoxib (Fig. 4, *C* and *D*). In contrast, the secondary follicles grew normally in the presence of the COX-1-specific inhibitor oxaprozin (Fig. 4, *C* and *D*), revealing that COX-1 is not involved in follicle or oocyte growth. Taken together, these results indicated that COX-2 plays a crucial role in TK-induced secondary follicle formation.

**Figure 4:**
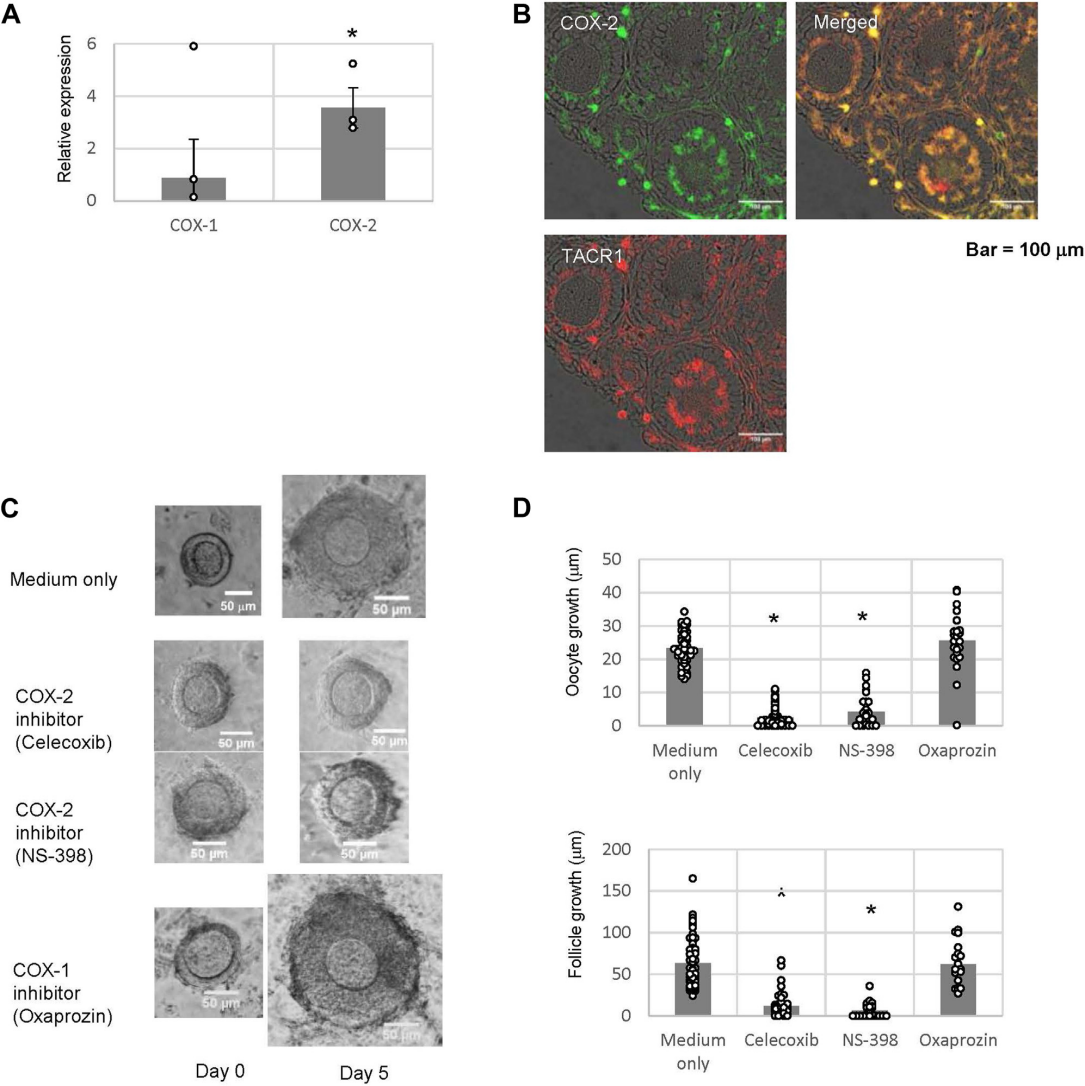
**PGs in the tachykininergic follicle growth system.***A*, real-time PCR-based quantification of *COX* gene expression in ovaries of mice treated with TACR1 agonist ([Sar9, Met(O2)11]-SP), TACR2 agonist (GR-64349), and TACR3 agonist (succinyl-[Asp, N-Me-phe8]sp.6-11) (each agonist at 1 μM) and in ovaries treated with the TACR1 antagonist (L-703,606), TACR2 antagonist (GR-94800), and TACR3 antagonist (SB218795) (each antagonist at 1 μM). The induction level of gene expression was calculated from the ΔΔCt values using the *β-actin* gene in the presence of TKR agonists or antagonists. Relative expression score was calculated as 2^−ΔΔCT^. Each point represents the mean ± SEM of three independent experiments. A significant difference between the TKR agonist–treated group and the antagonist-treated group (*p* < 0.05 according to the *t* test) is indicated by an *asterisk*. *B*, localization of COX-2 in the ovaries of 2-week-old mice. Immunostaining of COX-2 (*green signal*) and TACR1 (*red signal*) in an ovarian tissue section. The merged image shows the colocalization of COX-2 and TACR1 (*yellow signal*). The scale bars indicate 100 μm. *C*, effects of COX inhibitors on secondary follicle growth in three-dimensional follicle culture. Secondary follicles were cultured in a collagen gel with theca cells for 5 days. The follicles were untreated (medium only) or treated with 1 μM celecoxib (a COX-2 inhibitor), 5 μM NS-398 (a COX-2 inhibitor), or 2.2 μM oxaprozin (a COX-1 inhibitor). The bars indicate 50 μm. *D*, the size of the follicles grown in three-dimensional culture in the presence of each inhibitor for 5 days was measured. Oocyte growth was calculated by subtracting the oocyte diameter on day 0 from the oocyte diameter on day 5. Similarly, follicle growth was calculated by subtracting the follicle diameter length on day 0 from the follicle diameter length on day 5. Significant differences (*p* < 0.05 *versus* medium-only group according to the *t* test) are indicated by *asterisks*. COX, cyclooxygenase; PG, prostaglandin.

COX-2 synthesizes PG H2, which is a basal precursor for various PGs, PGD, PGE2, PGF2α, PGI, and thromboxane A (30, 31) (Fig. S3), suggesting that some of these PGs are involved in TK-induced secondary follicle development. Of note, liquid chromatography‒mass spectrometry demonstrated that PGE2 and PGF2α are present in the ovaries (Fig. S4). Moreover, only the *PGE receptor 2* (*EP2*) gene, the *PGE receptor 4* (*EP4*) gene, and the *PGF receptor* (*FP*) gene were found to be expressed in the ovaries of 2-week-old mice (Fig. S3), and the *PGE2 synthase* gene and *PGF2α synthase* gene were also expressed in the ovaries of 2-week-old mice (Fig. S3). These results indicated that PGE2 and PGF2α were major PGs upregulated by TKs in 2-week-old mouse ovaries, and that these PGs play important roles in follicle development *via* the PGE2-EP2, PGE2-EP4, and/or PGF2α-FP signaling cascades.

To clarify whether PG signaling cascades are involved in the promotion of secondary follicle growth by COX-2, we evaluated the recovery of secondary follicles impaired by celecoxib (a COX-2-specific inhibitor) *via* the use of an EP2-specific agonist (Butaprost), an EP4-specific agonist (CAY10598), and an FP-specific agonist (17-phenyl trinor PGF2α) using the same follicle growth assays (Fig. 5, *A* and *B*). Notably, treatment with Butaprost and the 17-phenyl trinor PGF2α resulted in almost normal secondary follicle development (144.8% follicle growth and 82.0% oocyte growth compared with follicle culture medium only) despite the presence of celecoxib (Fig. 5, *A* and *B*). These results demonstrated that the two agonists recovered growth-suppressed follicles (Fig. 5, *A* and *B*). On the other hand, the suppressive effect of celecoxib was not fully reversed by treatment with each single PG receptor agonist or other agonist pairs. Taken together, these results provide evidence that both EP2 and FP play major roles in the development of secondary follicles. Immunostaining revealed that EP2 was localized to the oocyte membrane of secondary follicles, whereas FP was present not only in the oocyte membrane but also in the granulosa cells and theca cells of secondary follicles (Fig. 5*C*). Taken together, these results revealed the essential pathway for TKergic secondary follicle development.

**Figure 5:**
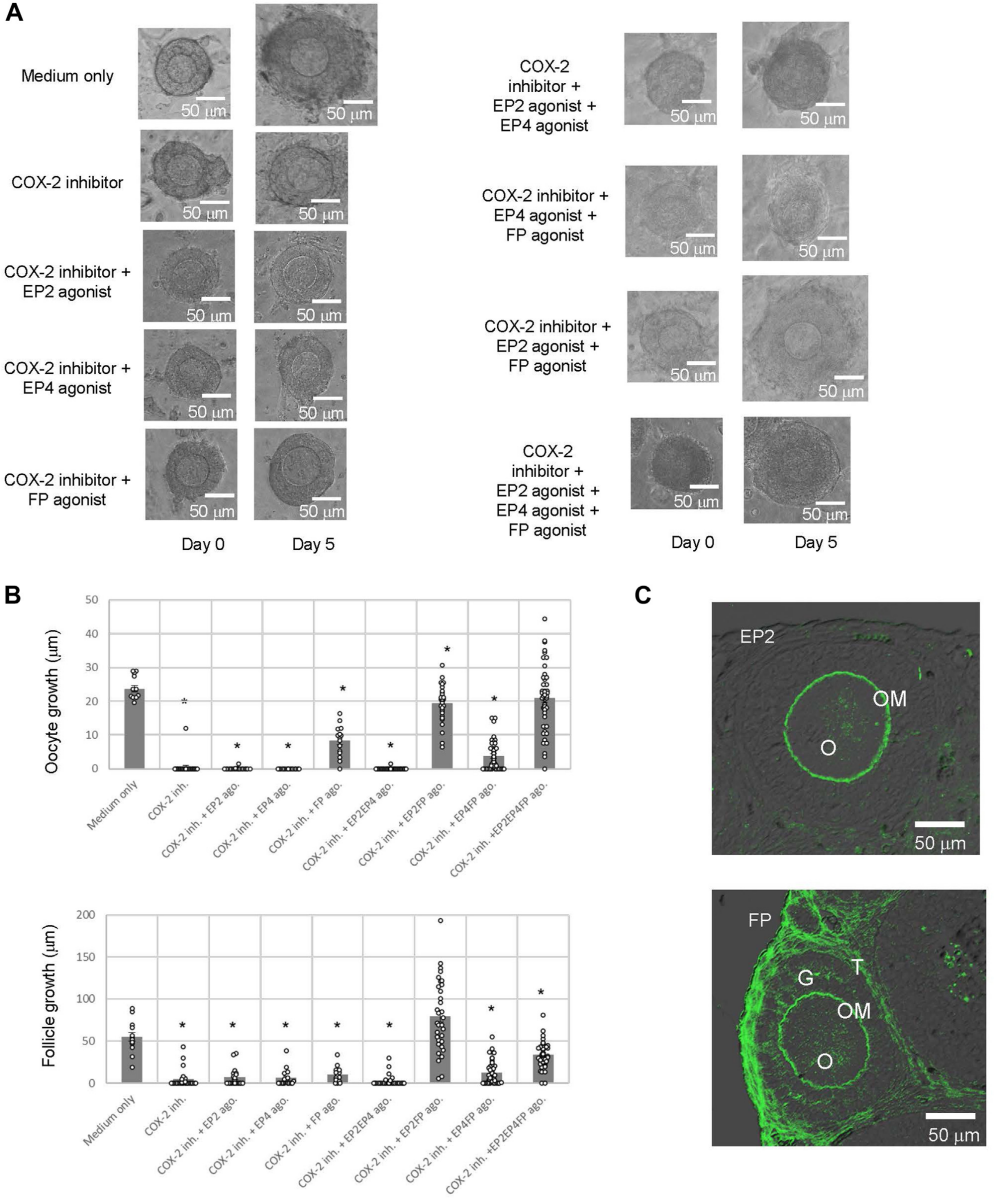
**PGE2 and PGF2α in the tachykininergic follicle growth system.***A*, secondary follicles were cultured in a collagen gel with theca cells for 5 days. In addition to 1 μM celecoxib (a COX-2 inhibitor), the follicles were treated with one or more prostaglandin receptor agonists (the EP2 agonist Butaprost at 1 μM; the EP4 agonist CAY10598 at 10 μM; and the PGF2α agonist 17-phenyl trinor at 1 μM). The scale bars indicate 50 μm. *B*, the size of the follicles grown in three-dimensional culture in the presence of each inhibitor or agonist for 5 days was measured. Oocyte growth was calculated by subtracting the oocyte diameter on day 0 from the oocyte diameter on day 5. Similarly, follicular growth was calculated by subtracting the follicle diameter length on day 0 from the follicle diameter length on day 5. Significant differences (*p* < 0.05 *versus* medium-only group according to *t* test) are indicated by *asterisks*. *C*, localization of EP2 and FP in the ovaries of 2-week-old mice. Immunostaining of EP2 (*upper image*) and FP (*lower image*) in a section of the ovary. The scale bars indicate 50 μm. COX, cyclooxygebnase; EP2, PGE receptor 2; EP4, PGE receptor 4; FP, PGF receptor; G, granulosa cell; O, oocyte; OM, oocyte membrane; T, theca cell.

### Upregulation of the COX-2 gene by TKs during the growth of secondary follicles

Subsequently, we attempted to identify signaling cascades involved in *COX-2* gene upregulation by TKs. To date, TKs have been shown to upregulate *COX-2* gene expression *via* the phosphorylation of Janus kinases (JAKs) (33), extracellular signal–regulated kinase (ERK) 1/2, and p38 in nonovarian tissues or cells in humans and mice (34). To elucidate the signaling cascade involved in *COX-2* gene upregulation in secondary follicles, we evaluated *COX-2* gene expression levels by real-time PCR in secondary follicles treated with each phosphorylation inhibitor: a JAK inhibitor (JAK inhibitor I), an ERK1/2 inhibitor (PD98059), and a p38 inhibitor (SB202190). *COX-2* gene expression was downregulated by each phosphorylation inhibitor (Fig. 6*A*). Notably, the JAK inhibitor most potently suppressed *COX-2* gene expression in secondary follicles (Fig. 6*A*). Moreover, 5 days of treatment with these inhibitors resulted in the suppression of oocyte and follicle growth (Fig. 6, *B* and *C*). These results indicated that the phosphorylation of JAK, ERK1/2, and p38 participates in the induction of secondary follicle development *via* the upregulation of *COX-2* gene expression.

**Figure 6:**
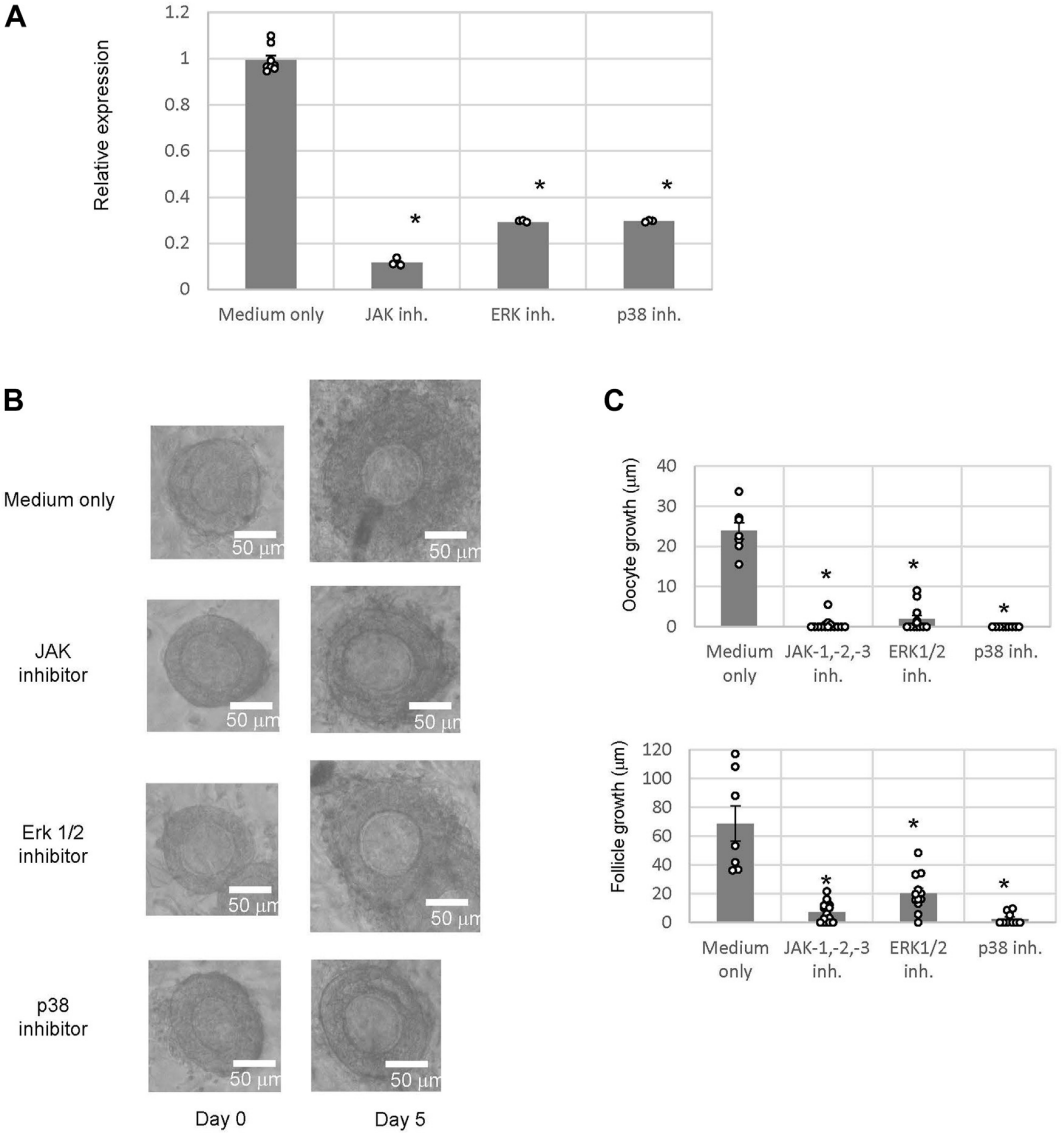
**The JAK–STAT signaling pathway in the tachykininergic follicle growth system.***A*, real-time PCR-based quantification of *COX-2* gene expression in mouse secondary follicles treated with phosphorylation inhibitors (JAK inhibitor, JAK inhibitor I at 40 μM; ERK1/2 inhibitor PD98059 at 100 μM; and p38 inhibitor SB202190 at 100 μM). The induction level of *COX-2* gene expression was calculated from the ΔCt values using the *β-actin* gene. Moreover, the degree to which *COX-2* gene expression was induced was calculated from the ΔΔCt values of the follicles treated with the COX-2 inhibitor and each phosphorylation inhibitor. Relative expression score was calculated as 2^−ΔΔCT^. Each point represents the mean ± SEM of three independent experiments. Significant differences (*p* < 0.05 *versus* medium-only group according to *t* test) are indicated by *asterisks*. *B*, effect of each phosphorylation inhibitor on secondary follicle growth in three-dimensional follicle culture. Secondary follicles were cultured in a collagen gel with theca cells for 5 days. The follicles were untreated (medium only) or treated with each phosphorylation inhibitor (JAK inhibitor, 40 μM; ERK1/2 inhibitor, 100 μM PD98059; or p38 inhibitor, 100 μM SB202190). The bars indicate 50 μm. *C*, the size of the follicles grown in three-dimensional culture in the presence of each phosphorylation inhibitor for 5 days was measured. Oocyte growth was calculated by subtracting the oocyte diameter on day 0 from the oocyte diameter on day 5. Similarly, follicle growth was calculated by subtracting the follicle diameter length on day 0 from the follicle diameter length on day 5. Significant differences (*p* < 0.05 *versus* medium-only group according to *t* test) are indicated by *asterisks*. COX, cyclooxygenase; ERK1/2, extracellular signal–regulated kinase 1/2; JAK, Janus kinase; STAT, signal transducers and activators of transcription protein.

JAKs activate the phosphorylation of signal transducers and activators of transcription proteins (STATs), which are essential for their translocation to the nucleus and transcriptional activity. Since four JAKs (JAK1, JAK2, JAK3, and Tyk2) and seven STATs (STAT1, STAT2, STAT3, STAT4, STAT5a, STAT5b, and STAT6) are present in mice, we initially investigated the gene expression of each *JAK* gene and *STAT* gene in secondary follicles to determine the JAK–STAT activation cascades required for secondary follicle growth. RT–PCR revealed that the *JAK1*, *STAT2*, *STAT3*, *STAT5a*, *STAT5b*, and *STAT6* genes were expressed in secondary follicles (Fig. S5). Subsequently, to elucidate the JAK–STAT cascades that induce *COX-2* gene expression, we evaluated *COX-2* gene expression in the presence of phosphorylation inhibitors of JAKs and STATs in secondary follicles. Results showed that *COX-2* gene real-time PCR showed that, compared with treatment with pacritinib–tofacitinib citrate (inhibitors of JAK2,3 and Tyk2 phosphorylation), treatment with JAK inhibitor I (an inhibitor of JAK1, 2, 3, and Tyk2 phosphorylation) strongly downregulated *COX-2* gene expression (Fig. 7*A*), indicating that phosphorylation of JAK1 plays a major role in *COX-2* gene expression in secondary follicles. Moreover, the real-time PCR expression was suppressed not by a STAT1 phosphorylation inhibitor (FAMP) or a STAT5 phosphorylation inhibitor (IQDMA) but by a STAT3 phosphorylation inhibitor (cryptotanshione) and a STAT6 phosphorylation inhibitor (AS1517499) (Fig. 7*A*). These results suggested that the phosphorylation of STAT3 and STAT6 is responsible for *COX-2* gene expression. Furthermore, we observed the recovery effect of Butaprost (an EP2 agonist) and 17-phenyl trinor PGF2α (an FP agonist) on secondary follicle suppression by an STAT3 inhibitor or an STAT6 inhibitor. The suppression of secondary follicle growth by the STAT3 inhibitor was completely reversed by the presence of the EP2 agonist and FP agonist (Fig. 7, *B* and *C*). These results proved that STAT3 phosphorylation *via* the activation of EP2 and FP is a prerequisite for secondary follicle growth. On the other hand, the impairment of secondary follicle growth by the STAT6 inhibitor was only approximately 35% reversed by treatment with the EP2 agonist or FP agonist (Fig. 7, *B* and *C*). Consequently, the phosphorylation of STAT6 is likely to be required to activate not only *COX-2* gene upregulation but also other signaling pathways for secondary follicle development. Taken together, these results verify the essential molecular mechanisms underlying TKergic secondary follicle development (Fig. 8), which include the following: 1) SP, NKA, and NKB activate the phosphorylation of JAK1–STAT3, leading to the upregulation of *COX-2* gene expression in granulosa cells and 2) the upregulation of *COX-2* gene expression increases the levels of PGE2 and PGF2α, which induce the growth of oocytes and follicles *via* interaction with EP2 on oocytes and with FP on oocytes, granulosa cells, and theca cells, respectively.

**Figure 7:**
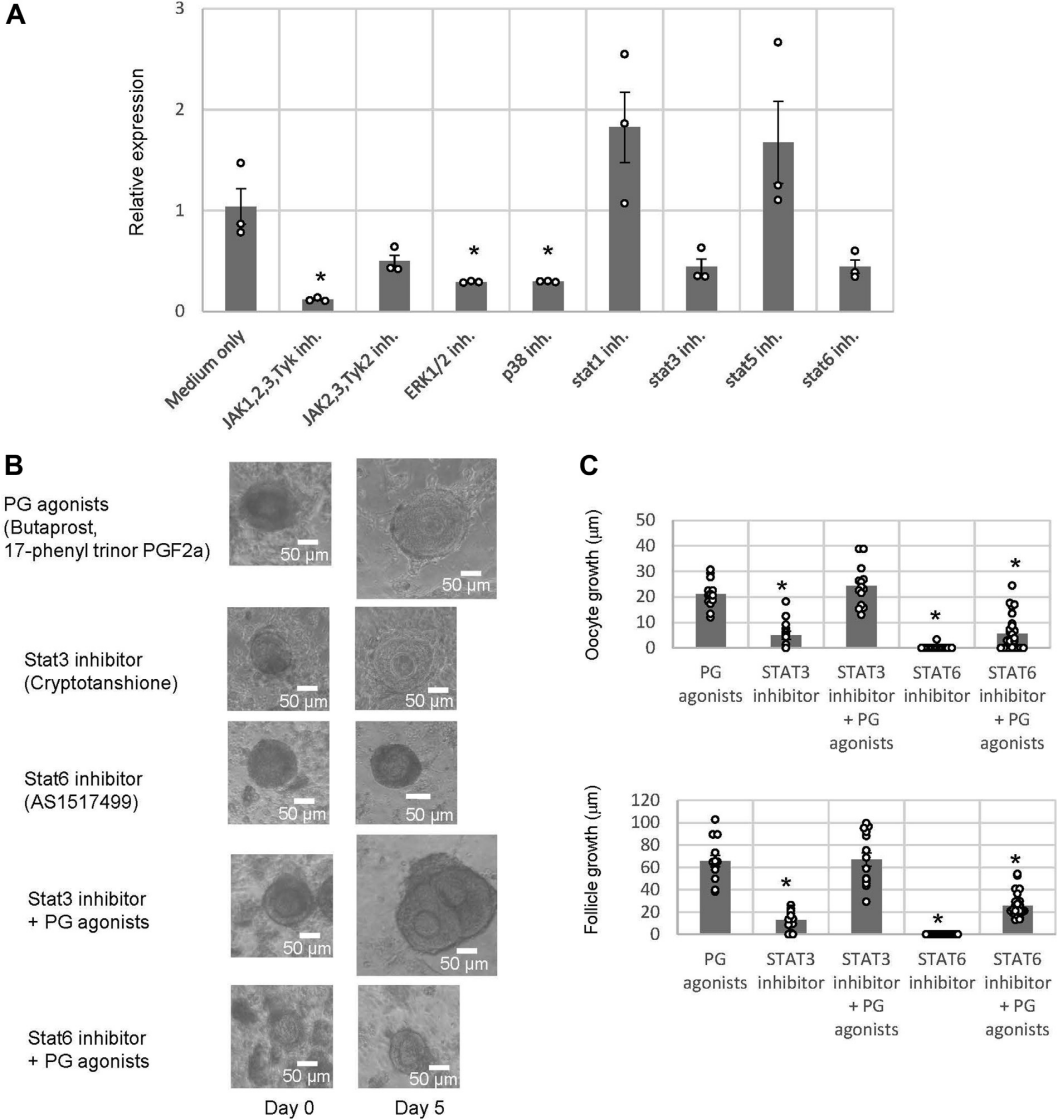
**STAT3 activation in the tachykininergic follicle growth system.***A*, real-time PCR-based quantification of *COX-2* gene expression in mouse secondary follicles treated with each JAK or STAT inhibitor (JAK1, 2, 3 and Tyk2 inhibitor, 40 μM JAK inhibitor I; JAK2, 3, and Tyk2 inhibitor, 50 nM pacritinib/1 nM tofacitinib citrate; STAT1 phosphorylation inhibitor, FAMP, 5.4 nM; STAT3 phosphorylation inhibitor, cryptotanshinone, 5 μM; STAT5 phosphorylation inhibitor, IQDMA, 0.8 μM; and STAT6 phosphorylation inhibitor, AS1517499, 10 μM). The induction level of *COX-2* gene expression was calculated from the ΔΔCt values using the *β-actin* gene in the presence of each inhibitor. As a positive control group, ΔΔCt values were subtracted between the follicles treated with no ligand and those treated with tachykinin antagonists. Relative expression score was calculated as 2^−ΔΔCT^. Each point represents the mean ± SEM of three independent experiments. Significant differences (*p* < 0.05 *versus* the PG agonist–treated group according to the *t* test) are indicated by *asterisks*. *B*, secondary follicles isolated from mouse ovaries were cultured in a collagen gel with theca cells for 5 days. The follicles were treated with PG agonists only, an STAT3 inhibitor only, an STAT6 inhibitor only, an STAT3 inhibitor and PG agonists, or an STAT6 inhibitor and PG agonists. The scale bars indicate 50 μm. *C*, the size of the follicles grown in three-dimensional culture in the presence or the absence of PG agonists and STAT inhibitors for 5 days was measured. Oocyte growth was calculated by subtracting the oocyte diameter on day 0 from the oocyte diameter on day 5. Similarly, follicle growth was calculated by subtracting the follicle diameter length on day 0 from the follicle diameter length on day 5. Significant differences (*p* < 0.05 *versus* the PG agonist–treated group according to the *t* test) are indicated by *asterisks*. COX, cyclooxygenase. JAK, Janus kinase; PG, prostaglandin; STAT, signal transducers and activators of transcription protein.

**Figure 8:**
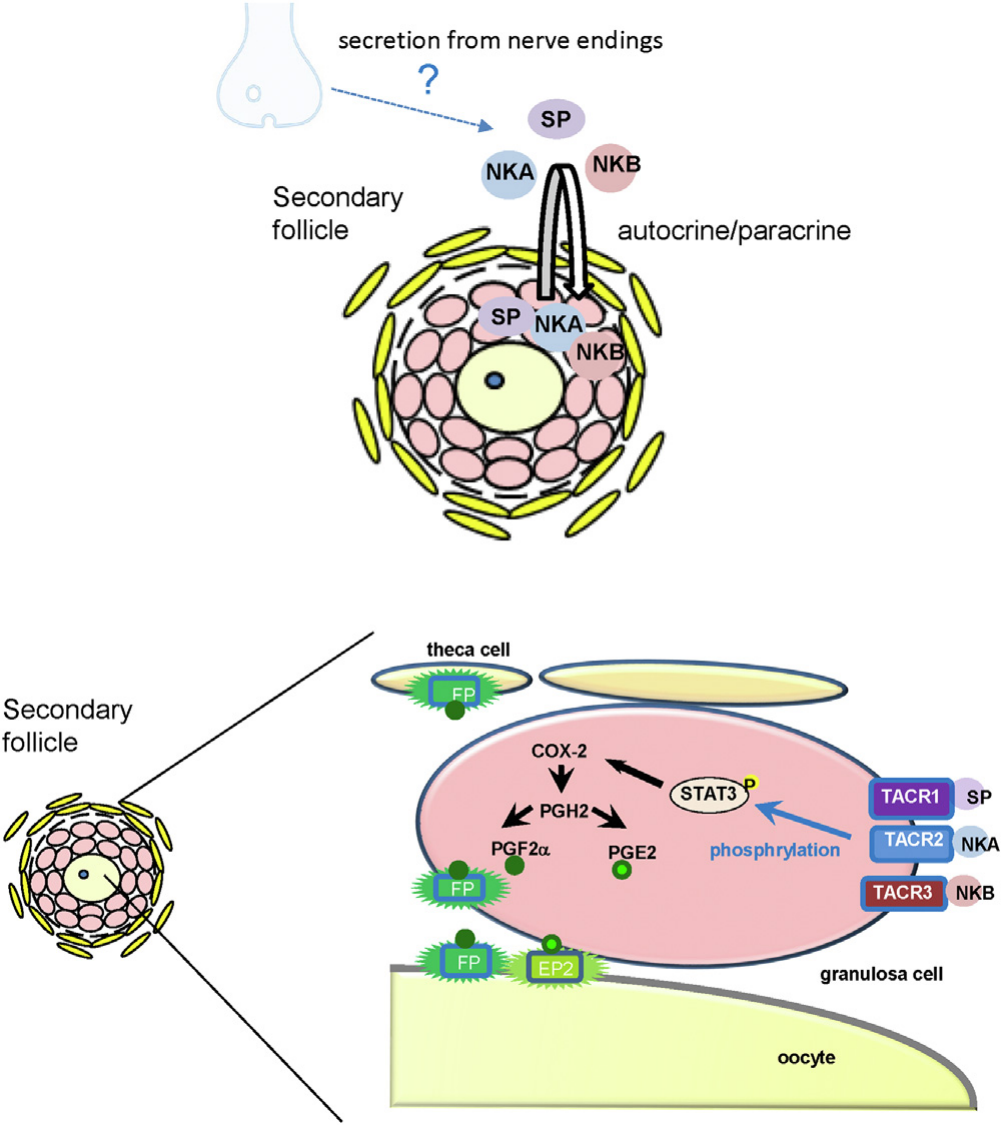
**Schematic image of TK-induced secondary follicle growth.** TKs (SP, NKA, and NKB) act on granulosa cells of the secondary follicle *via* autocrine–paracrine from granulose cells. In addition, SP, NKA, and NKB secreted from nerve endings may also participate in the secondary follicle growth. In granulosa cells, the interaction between TKs and their receptors induces *COX-2* gene expression *via* STAT3 phosphorylation, leading to the synthesis of PGE2 and PGF2α. PGE2 interacts with its receptor in oocytes, whereas PGF2α interacts with its receptor in oocytes, granulosa cells, and theca cells. Activation of the receptors in various cells induces secondary follicle growth in an integrated manner. The illustration was partially created using BioRender.com (https://www.biorender.com/). COX, cyclooxygenase; NKA, neurokinin A; NKB, neurokinin B; STAT3, signal transducers and activators of transcription protein 3; SP, substance P; TK, tachykinin.

## Discussion

Ovarian follicles grow from the primordial to preantral stage prior to sexual maturation and gonadotropin release from the pituitary gland (1, 2). After puberty, gonadotropins induce follicle maturation from preantral follicles to antral follicles followed by ovulation, whereas follicle growth from primordial follicles to preantral follicles is not mediated by gonadotropin stimulation (1, 2). Consequently, the gonadotropin-independent follicle growth process at an early stage plays crucial roles in the entire reproductive system by regulating immature follicle quality during the entire lifespan of females. However, neither regulatory factors nor the underlying molecular mechanisms for gonadotropin-independent follicle growth have been identified, in contrast with those of gonadotropin-dependent follicle growth system. In the present study, we identified TKs as key factors for the induction of mouse secondary follicle growth, which is a gonadotropin-independent process. TKs are secreted from granulosa cells in mouse secondary follicles in an autocrine or a paracrine fashion, leading to the induction of secondary follicle growth *via* the TK—JAK1—STAT3—COX-2—PGE2/PGF2α signaling pathway (Fig. 8). Although most studies on follicle development have focused on sexually mature individuals, namely the HPG axis, the present study explored the endocrinology of sexually immature individuals, namely non–HPG axis process.

Several factors, such as transforming growth factor β family proteins, are thought to be involved in gonadotropin-independent follicle growth (8, 9, 35, 36). However, these factors were reported based on the use of granulosa cell or theca cell culture and the localization of these factors in the ovary (8, 9, 35, 36). Thus, no experimental evidence for the involvement of these factors in follicle growth has ever been provided. In the present study, we verified the biological role of TKs in the specific induction of secondary follicle growth (Fig. 3) using a three-dimensional follicle culture system (37). In other words, TKs were originally shown to be positive regulators of secondary follicle growth, which is a gonadotropin-independent reproductive stage.

TKs play roles in multiple biological processes, including reproduction (12, 13). For example, NKB is responsible for preantral and antral follicle growth and maturation *via* regulation of GnRH secretion from the hypothalamus (6, 7). SP and NKA are suggested to control the timing of puberty onset, and NKA stimulates LH release in the presence of sex steroids in mice (19, 28). Notably, these TKergic reproductive functions occur *via* the HPG axis, which is a canonical gonadotropin-dependent endocrine system. In contrast, gonadotropin gene expression and secretion were not affected in *Tac1* KO mice, regardless of follicle growth (Fig. 1). Moreover, TKs and TKRs were shown to be localized in the granulosa cells of secondary follicles (Fig. 2, *A* and *C*). Consistent with these results, RT–PCR results showed that genes encoding TKs and TKRs were all expressed in the mammalian ovary (25, 26, 27). Altogether, the present study indicates that secondary follicle growth is induced by TKs secreted from the granulosa cells of secondary follicles as peripheral paracrine–autocrine factors (Fig. 8). On the other hand, TKs were found to be in the nerve ending of the ovary (38). Therefore, the possibility cannot be excluded that TKs derived from the nerves also participate in the secondary follicle growth (Fig. 8). The specific and common biological roles of granulosa cell–derived TKs and nerve-derived TKs remain unclear. Future studies are required to elucidate the mechanisms underlying their respective contributions to follicular development.

Three TKs (SP, NKA, and NKB) and three TKRs (TACR1, 2, and 3) were expressed in the same granulosa cells within the mouse secondary follicles (Fig. 2), and activation of each TKR exhibited almost equivalent effects on secondary follicle growth (Fig. 3). Inhibition of all three TKRs completely blocked oocyte growth, whereas inhibition of each TKR reduced follicle growth by approximately two-thirds (Fig. 3). Similarly, the follicle growth was stepwisely suppressed by addition of each TKR antagonist (Fig. 3). These results demonstrated that the three TK/TKR signaling pathways have additive effects on secondary follicle growth (Fig. 3). In addition, these *in vitro* assays of secondary follicle growth are in accordance with the partial arrest of follicle growth in *Tac1*-KO mice (Fig. 1), in which NKB is still functional and stimulates all TKRs (typically TACR3 and less potently TACR1 and TACR2). Such equipotent biological effects of multiple homologous peptides and receptors are highly likely to at least partially ameliorate follicle development dysfunction that originates from gene mutations or impaired relevant signal transduction pathways. Thus, the present study revealed that TKergic secondary follicle growth can be compensated *via* reciprocal rescue of biological functions upon unexpected functional disruption of a TK peptide or receptor.

In the present study, PGE2 and PGF2α were shown to act as critical factors of TKergic secondary follicle growth (Figs. 4 and 5). TKs upregulate *COX-2* gene expression (Fig. 4*A*), leading to the production of PGE2 and PGF2α in the granulosa cells of secondary follicles (Fig. 4, *B* and *E*). Moreover, the coadministration of an EP2 (PGE2-specific receptor) agonist and an FP (PGF2α-specific receptor) agonist abrogated the complete suppression of follicle growth by the COX-2 inhibitor (Fig. 5, *A* and *B*). In contrast, the suppression of follicle growth by the COX-2 inhibitor was not abrogated by the administration of either the EP2 agonist or the FP agonist (Fig. 5, *A* and *B*). These results indicate that the activation of both EP2 and FP is indispensable for secondary follicle growth, unlike the additive effects of TKs (Fig. 3, *A* and *B*), and are in agreement with the findings of different signaling cascades involving EP2 and FP. EP2 is coupled to Gs, inducing the cAMP signaling pathway, whereas FP is coupled to Gq/11, triggering intercellular Ca^2+^ mobilization (39, 40). Moreover, the distribution of EP2 in the secondary follicle is different from that of FP. FP was localized to the oocyte membrane, granulosa cells, and theca cells, whereas EP2 was detected only in the oocyte membrane (Fig. 5*C*). Collectively, these results suggest that PGE2 and PGF2α exert multiple cooperative functions in oocytes, granulosa cells, and theca cells during TKergic secondary follicle growth. In contrast, the EP4 agonist mildly reduced the effect of the EP2 agonist and the FP agonist on the rescue of the growth of secondary follicles treated with the COX-2 inhibitor (Fig. 5, *A* and *B*). Consequently, the present study provides evidence that the intrafollicular PGE2–EP2 and PGF2α–FP signaling cascades play crucial roles in secondary follicle growth and suggests that PGE2–EP4 signaling is required for the suppression of secondary follicle overgrowth. Additional investigations of the molecular mechanisms underlying TK–PG-directed secondary follicular growth are underway.

In the antral follicle, PGE2 serves as a regulator of reproductive functions under the control of the HPG axis. Gonadotropins upregulate PGE2 production in cumulus cells (a type of granulosa cell in antral follicles), and the activation of EP2 by PGE2 induces cumulus cell structural disorganization, leading to cumulus expansion and ovulation (39, 41). These studies indicate that PGE2 acts merely on granulosa cell–related cells in the antral follicle. In contrast, EP2 was localized not to granulosa cells but to the oocyte membrane of secondary follicles (Fig. 5*C*). Combined with these findings, the present study substantiates that the biological role of PGE2 in secondary follicle growth (gonadotropin-independent stage) is distinct from that in antral follicles (gonadotropin-dependent stage). In other words, PGE2 plays pivotal roles not only in the maturation and ovulation of gonadotropin-dependent follicles but also in the growth of gonadotropin-independent follicles. PGF2α induces the lysis of the corpus luteum appearing after ovulation (42), whereas the role of PGF2α in gonadotropin-dependent follicles has not been fully elucidated. In contrast, PGF2α induces secondary follicle growth, suggesting that PGF2α mainly exerts its effects on follicles at the gonadotropin-independent stage rather than follicles at the gonadotropin-dependent stage.

*COX-2* gene expression is upregulated by TKs *via* the JAK1–STAT3 phosphorylation cascade in secondary follicles, leading to secondary follicle growth (Figs. 6 and 7). In human colonic epithelial cells, *COX-2* gene expression is also upregulated by SP *via* JAK–STAT phosphorylation (34). Intriguingly, *COX-2* gene expression in human colonic epithelial cells is upregulated by JAK2–STAT3 phosphorylation or JAK2–STAT5 phosphorylation but not by JAK1–STAT3 phosphorylation (34), indicating that the regulatory cascade for *COX-2* gene expression varies between granulosa cells of secondary follicles and colonic epithelial cells. In addition, *COX-2* gene expression is downregulated by STAT3 phosphorylation in hepatocellular carcinoma cells (43), demonstrating that *COX-2* gene expression is not necessarily upregulated by JAK–STAT signaling activation. These findings lead to the presumption that TKergic *COX-2* gene expression *via* JAK1–STAT3 phosphorylation is specific to granulosa cells in the secondary follicle.

Unlike vertebrates including mammals, invertebrates have acquired neither the HPG axis nor the gonadotropins and developed species-specific follicular development and ovulation systems. For example, oocyte maturation and ovulation are directly induced by neuropeptides, vasopressin, and cholecystokinin but not by gonadotropins in the ascidian *C. intestinalis* type A, which belongs to the phylum urochordate and is the most closely related sister group of vertebrates (44, 45, 46, 47). In previous studies, we also substantiated that *Ciona* vitellogenic follicle growth is induced by the *Ciona* TK homolog (CiTK) (22, 23, 24). Combined with the fact that *Ciona* is not endowed with gonadotropinergic follicle development systems, our present data suggest that TKergic follicle growth systems might have emerged at least in a common ancestor of vertebrates and urochordates before ancestral vertebrates acquired the HPG axis and gonadotropins. In contrast, CiTK was found to upregulate the expression of *cathepsin D* (24), which is an aspartic protease responsible for the processing of vitellogenin in fish and birds (48, 49). These findings suggest that CiTK-induced cathepsin D enhances the processing of vitellogenin, leading to vitellogenic follicle growth. In contrast, no vitellogenin has been found in mammals, suggesting that the contribution of cathepsin D to mammalian follicle growth is much lower than that of nonmammalian chordates and that the TKergic follicular development process might have transitioned from cathepsin D system to the activation of the PG cascade during mammalian evolution. However, the molecular mechanisms underlying tachykinergic follicle development in nonmammalian vertebrates awaits further study.

A further marked difference between the mouse and ascidian TKergic follicle growth systems lies in the tissues producing TKs. CiTK is produced in the central nervous system and is transported to the ovary in *Ciona* (22, 23, 24), indicating the presence of a TKergic neuroendocrine system. In contrast, mouse TKs are produced in the granulosa cells of secondary follicles (Fig. 2), demonstrating the autocrine secretion or paracrine secretion of TKs from granulosa cells. Taken together, these results indicate that *Ciona* TKergic vitellogenic follicle growth is regulated by the central nervous system, whereas mouse TKergic secondary follicle growth is directly induced by ovarian TKs in peripheral tissue. In other words, direct TKergic follicle growth might have evolved from “centralized” regulation to “local autonomy” regulation during the chordate evolutionary process. Overall, direct TKergic follicle growth systems likely emerged in common ancestors of chordates prior to the gonadotropin-dependent HPG axis and are conserved not only in vertebrates but also in protovertebrates, ascidians. In addition, vertebrate ancestors might have acquired a new regulatory gonadotropin-dependent endocrine system, namely, the gonadotropin-dependent HPG axis, and employed this system for the regulation of subsequent follicle maturation and ovulation after the growth of secondary follicles to preantral follicles along with the development of the endocrine system and closed circulatory system.

In conclusion, we have substantiated an unprecedented secondary follicle growth process *via* the TK–JAK1–STAT3–COX-2–PGE2/PGF2α signaling cascade (Fig. 8). Our present data will contribute to the elucidation of the gonadotropin-independent follicle growth system in mammals and the evolution of the follicle growth system in chordates.

## Experimental procedures

### Animals

This study was approved by the Suntory Animal Ethics Committee and the Animal Care Committee of Nara Women’s University, and all animals were maintained in accordance with the committee guidelines for the care and use of laboratory animals. This study was approved by the Suntory Animal Ethics Committee (APRV000286, APRV000340, APRV000504, and APRV000667). *Tac1*-KO (B6. *Cg-Tac1<tm1Bbm/J; Tac1*^*−/−*^) mice were purchased from Jackson Laboratory, and C57BL/6 wildtype mice were purchased from SHIMIZU Laboratory Supplies. ICR (Institute for Cancer Research) mice were purchased from Japan SLC, Inc. All the mice were euthanized with CO_2_ asphyxiation.

### Quantification of follicle number

The ovaries were enucleated from four 3-week-old or 8-week-old C57BL/6 wildtype and *Tac1*-KO mice and fixed in Bouin’s fluid for 1 h. Subsequently, the ovaries were dehydrated with ethanol and embedded in paraffin. The paraffin-embedded ovaries were cut into 10-μm thick sections, followed by deparaffinization and rehydration. The sections were stained with hematoxylin and eosin, and images were obtained with an Axio Imager A2 microscope (Carl Zeiss). We precisely counted the follicles present in the ovarian section images. We counted preantral or more mature follicles (greater than 150 μm diameter) in the ovaries from each 3-week-old mouse or antral follicles (greater than 300 μm in diameter) in the ovaries from each 8-week-old mouse.

### Measurement of gonadotropin levels in mouse serum

Blood samples (100–200 μl) were collected from 3-week-old *Tac1*-KO mice and C57BL6 wildtype mice and incubated for 2 h at room temperature. Subsequently, the blood samples were centrifuged at 800*g* for 10 min to isolate and collect the serum. Serum gonadotropin levels were assessed by a Mouse LH ELISA Kit and Mouse FSH ELISA Kit (MyBioSource).

### Total RNA extraction and first-strand complementary DNA synthesis

Total RNA was extracted from the pituitary glands of 3-week-old *Tac1*-KO mice and C57BL6 wildtype mice using an RNeasy Plus Mini Kit (Qiagen) and reverse-transcribed to template complementary DNA at 50 °C for 50 min using an oligo dT anchor primer and SuperScript III Reverse Transcriptase (Life Technologies). Similarly, total RNA was extracted from cultured ovaries or collagen-embedded secondary follicles cultured in a three-dimensional culture system and reverse-transcribed as described previously. The obtained RNA was used for the custom service for gene expression service (Takara-Bio; accession no.: GSE213246) and the following experiments.

### Real-time PCR

Real-time PCR was performed using a CFX96 Real-time System and SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories). The total volume of the real-time PCR mixture was 20 μl, consisting of 100 ng of template complementary DNA, 500 nM primer, and 10 μl of SYBR Green Master Mix solution. The real-time PCR amplification protocol was as follows: at 95 °C for 30 s, 44 cycles at 95 °C for 15 s and at 60 °C for 30 s. Melting curve analyses of the amplified PCR products were performed to confirm the absence of primer dimers. To evaluate the gene expression levels, we used the ΔΔCt method, which represents the difference in the expression of target genes in the pituitary gland between wildtype mice and *Tac1*-KO mice. The cycle threshold (Ct) value represents the PCR cycle number at which the PCR product was amplified at the determined level, and ΔCt represented the difference between Ct values determined from the PCR products prepared from the wildtype mouse and *Tac1*-KO mouse pituitary gland samples. Subsequently, ΔΔCt was calculated using the ΔCt of the *GAPDH* gene in the wildtype mouse pituitaries and *Tac1*-KO mouse pituitaries to normalize the target gene expression results. The primers used for real-time PCR were designed using the Primer-blast web tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/), and their sequences are shown in Table S3. Similarly, we analyzed the difference in the expression levels of target genes between untreated ovaries and chemically treated ovaries or secondary follicles using the ΔΔCt method. ΔCt shows the difference between Ct values calculated from the PCR products prepared from the untreated and chemically treated ovaries or secondary follicles. The ΔΔCt was calculated using the ΔCt of the *β-actin* gene in the untreated and chemically treated ovaries to normalize the target gene expression results. Relative expression score was calculated as 2^−ΔΔCT^. The primer sequences are shown in Table S3.

### Immunohistochemistry

The ovaries from 2-week-old mice were fixed at 25 °C for 15 min in Bouin fluid. The fixed ovaries were embedded in paraffin and cut into 7-μm sections. Immunostaining using various primary antibodies (Table S4) was performed as previously described (24). The immunoreactivity was visualized with an indirect immunofluorescence technique using secondary antibodies (Alexa 488 donkey anti-rabbit IgG and Alexa 568 donkey anti-goat IgG; Life Technologies) diluted with blocking buffer (1:500 dilution; v/v). Coverslips were mounted in FluorSave mounting medium (Merck), and the tissue slides were viewed using an Olympus BX51 photomicroscope (Olympus) equipped with epifluorescence. Because autofluorescence was detected in the ovarian sections, a WIB long-pass filter cube (Olympus) was used for observation.

### Three-dimensional follicle culture system

Mouse secondary follicles were cocultured with theca/interstitial cells using collagen gel (Cellmatrix Type I-A; Nitta Gelatine, Inc) as described in previous reports (37, 50). In brief, 0.2% collagen gel containing 10% fetal bovine serum (Thermo Fisher Scientific, Inc), 100 U/ml penicillin, 0.1 mg/ml streptomycin (Nacalai Tesque, Inc), and Dulbecco's modified Eagle's medium (Nissui Pharmaceutical Co, Ltd) was used to culture the secondary follicles. Approximately 20 to 30 secondary follicles that were 100 μm in diameter and 6 × 10^4^/well-theca/interstitial cells were cocultured with each ligand at 37 °C in 5% CO_2_ in air and 100% humidity for 5 days in a 96-well plate. Morphological changes in each follicle were observed using an inverted Olympus CK2 microscope (Olympus). The short and long diameters of the oocytes and follicles were measured using the image analysis tool ImageJ (https://imagej.nih.gov/ij/). Oocyte and follicle growth were calculated by determining the changes in diameter between oocytes and follicles cultured for 0 and 5 days.

### *In vitro* culture of ovaries

Mouse ovaries were cultured as previously reported (50). In brief, ovaries isolated from 2-week-old female mice were longitudinally cut into two symmetrical pieces to minimize experimental errors resulting from the use of different ovaries. The mouse ovaries were incubated on a Millicell Cell Culture Insert (12 mm, polycarbonate, 0.4 μm; Merck) with culture medium containing each chemical at 37 °C in 5% CO_2_ in air and 100% humidity. The chemicals used for *in vitro* ovarian organ culture are listed in Table S5.

### Statistical analysis

The results are shown as the mean ± SEM. Data were analyzed by Student’s *t* test with Welch’s correction or one-way ANOVA and Tukey’s multiple comparison test. Differences were considered significant at *p* < 0.05.

## Data availability

The gene expression profiles of mouse ovaries treated with TKR ligands have been deposited in the Gene Expression Omnibus database under accession no. GSE213246.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Ovarian tachykinin signaling system induces the growth of secondary follicles during the gonadotropin-independent process
**Source:** J Biol Chem. 2025 Mar 3;301(4):108375. doi: 10.1016/j.jbc.2025.108375
**Supplement:** Supporting informaion-revised 2 clean

**Supporting Information for**

Ovarian tachykinin signaling system induces the growth of secondary follicles during the gonadotropin-independent process.

Tsuyoshi Kawada, Masato Aoyama, Shin Matsubara, Tomohiro Osugi, Akira Shiraishi, Tsubasa Sakai, Shinji Kirimoto, Satsuki Nakaoka, Yuki Sugiura, Keiko Yasuda, Honoo Satake*

**This PDF file includes:**

Supplementary Materials and Methods

Figures S1 to S5

Tables S1 to S6

Legends for Movies S1 to S4

**Other supporting materials for this manuscript include the following:**

Movies S1 to S4

Supporting Information Text

**SI Materials and Methods**

***Immunoelectron microscopy***

The ovaries from two-week-old mice were fixed at room temperature for 1 hr with 2% paraformaldehyde: 2% glutaraldehyde: 0.1 M phosphate buffer (pH 7.4). Anti-Substance P Polyclonal Antibody (bs-0065R-TR: Bioss Inc, Woburn, MA, USA) was used with the observation of immunoelectron microscopy. Immunoelectron microscopy observations were conducted by Tokai Electron Microscopic Analysis (Nagoya, Japan).

***DNA microarray analysis***

Total RNA was extracted from ovary halves cultured with 1 μM TACR1 agonist ([Sar9, Met(O2)11]-SP), TACR2 agonist (GR-64349), TACR3 agonist (succinyl-[Asp, N-Me-phe8]sp.6-11), TACR1 antagonist (L-703,606), TACR2 antagonist (GR-94800), or TACR3 antagonist (SB218795) (Supplementary Table 3) at 37 °C in 5% CO_2_ and 100% humidity for 3 days *in vitro* as stated above. We ordered a DNA microarray analysis using the RNA and a SurePrint G3 Mouse GE 8 x 60K Microarray chip from Takara Bio (Otsu, Japan). Fluorescent labelling and hybridization were performed using a Low Input Quick Amp Labelling Kit One-Colour (Agilent Technologies, Santa Clara, CA, USA) and a Gene Expression Hybridization Kit (Agilent Technologies). Array images were acquired using an Agilent laser scanner G2565CA (Agilent Technologies) and analysed with Agilent Feature Extraction software. 

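The software finds each spot in the scanned image, subtracts an estimate of the background and marks whether the spot is saturated, uneven, an outlier among the spots of its probe, or well above background. Spots whose signal falls below the background estimate receive a small positive substitute. The signal after background subtraction was negative at 5580 spots on the agonist array and 7196 on the antagonist array. The number of spots given a substitute was not counted. Ratios among the dimmest spots therefore carry little information. The lowest signal well above background was 18.1 signal units on the agonist array and 19.9 on the antagonist array. Outlier marks removed 5 uneven spots and 160 outliers among replicate spots on the agonist array, and 2 and 157 on the antagonist array. The array carries 399 probes at 10 spots each, which gives the precision of a spot: for the 284 of them that were well above background at all spots of both arrays, the median SD between spots of the log2 ratio was 0.07. Synthetic RNAs added during labelling serve as a control of the labelling and scanning. The 8 spike-in probes well above background had log2 ratios between -0.07 and 0.04 before any scaling, with a median of -0.03. Without scaling, the median log2 ratio of the probes well above background on both arrays was 0.14.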

The gene expression profiles have been deposited in the Gene Expression Omnibus database under accession no. GSE213246.

***Detection of prostaglandins using liquid chromatography‒mass spectrometry***

Fifty-two ovaries were collected from 2-week-old mice and longitudinally cut into symmetrical half-pieces. These ovary halves were cultured with 1 μM TACR1, TACR2, or TACR3 agonists at 37 °C in 5% CO_2_ in air and 100% humidity for 1 day. Prostaglandins were extracted and purified from the ovary pieces as previously reported (49). Briefly, cultured ovary pieces were frozen in liquid nitrogen and homogenized in methanol/formic acid solution (100:0.2) containing deuterium-labelled PGs as a control. The homogenate was diluted with water/formic acid solution (100:0.03) and applied to a solid-phase column (Oasis HLB cartridge; Waters, Milford, MA, USA). After washing with water/formic acid solution (100:0.03), water/ethanol/formic acid solution (90:10:0.03), and petroleum ether, the samples were eluted with methanol/formic acid solution (100:0.2). The resultant eluates were evaporated with a vacuum concentrator and dissolved in methanol (Kita et al 2005).

The dissolved samples were measured by liquid chromatography/mass spectrometry (LC‒MS) using a triple-quadrupole mass spectrometer equipped with an electrospray ionization (ESI) ion source (LCMS-8040, Shimadzu Corporation, Kyoto, Japan). The samples were resolved on a reversed-phase column (Kinetex C8, 2.1 × 150 mm, 2.6 μm; Phenomenex, Torrance, CA) using acetonitrile solution with 0.1% formic acid at a ﬂow rate of 0.4 ml/min and a column temperature of 40 °C. The deuterium-labelled standards were dissolved in the sample matrix (i.e., ovarian extract), and measured by LC‒MS as stated above.

**Ref.**

Kita, Y., Takahashi, T., Uozumi, N., Shimizu, T. (2005) A multiplex quantitation method for eicosanoids and platelet-activating factor using column-switching reversed-phase liquid chromatography-tandem mass spectrometry. *Anal Biochem*. 342,134-43.

***Total RNA extraction and first-strand cDNA synthesis***

Total RNA was extracted from 2-week-old mouse ovaries or secondary follicles using an RNeasy Plus Mini Kit (Qiagen; Hilden, Germany) and reverse-transcribed to template cDNA at 50 °C for 50 min using oligo dT anchor primers and SuperScript^TM^ III Reverse Transcriptase (Life Technology; Waltham, MA, USA).

***Reverse Transcription PCR (RT-PCR)***

PCR products of *prostaglandin (PG) synthase* genes and *PG receptor* genes were amplified using 0.5 μl of template cDNA solution, gene-specific primers (Supplementary Table 6), Taq^Ex^ polymerase (Takara; Shiga, Japan), and a thermal cycler (Model GeneAmp PCR System 9600; Applied Biosystems, Waltham, MA, USA). The PCR protocol was as follows: at 94 °C for 3 min, and 30 cycles (PG synthases) or 40 cycles (PG receptors) at 94 °C for 30 sec, at 60 °C for 30 sec, and at 72 °C for 30 sec. Likewise, PCR products of *JAK* genes and *STAT* genes were amplified with the following PCR protocol: 94 °C for 1 min, 30 cycles at 94 °C for 30 sec, at 58 °C for 30 sec, and at 72 °C for 1 min. Each PCR product was electrophoresed with 1.5% agarose gel.

***Real-time PCR***

A 100 ng aliquot of DNase-treated total RNA isolated from mouse ovariess was used for first-strand

cDNA synthesis. Real-time PCR was performed using a CFX96 Real-time System and SsoAdvanced Universal SYBR Green Supermix (Bio-Rad laboratories, Hercules, CA) according to the manufacture’s instruction. The primers used are listed in Table 3. The induction level of gene expression was calculated from the ΔΔCt values using the mouse *β-actin* gene. Relative expression score was calculated as 2^-ΔΔCT^.

***Measurement of gonadotropin levels in mouse serum***

Blood samples **(**100–200 μl) were collected from 3-week-old *Tac1*-KO mice and C57BL6 wild-type mice and incubated for 2 hr at room temperature. Subsequently, the blood samples were centrifuged at 800 x g for 10 min, and the serum was collected. Serum gonadotropin levels were assessed by a Mouse LH ELISA Kit and Mouse FSH ELISA Kit (MyBioSource; San Diego, CA, USA).

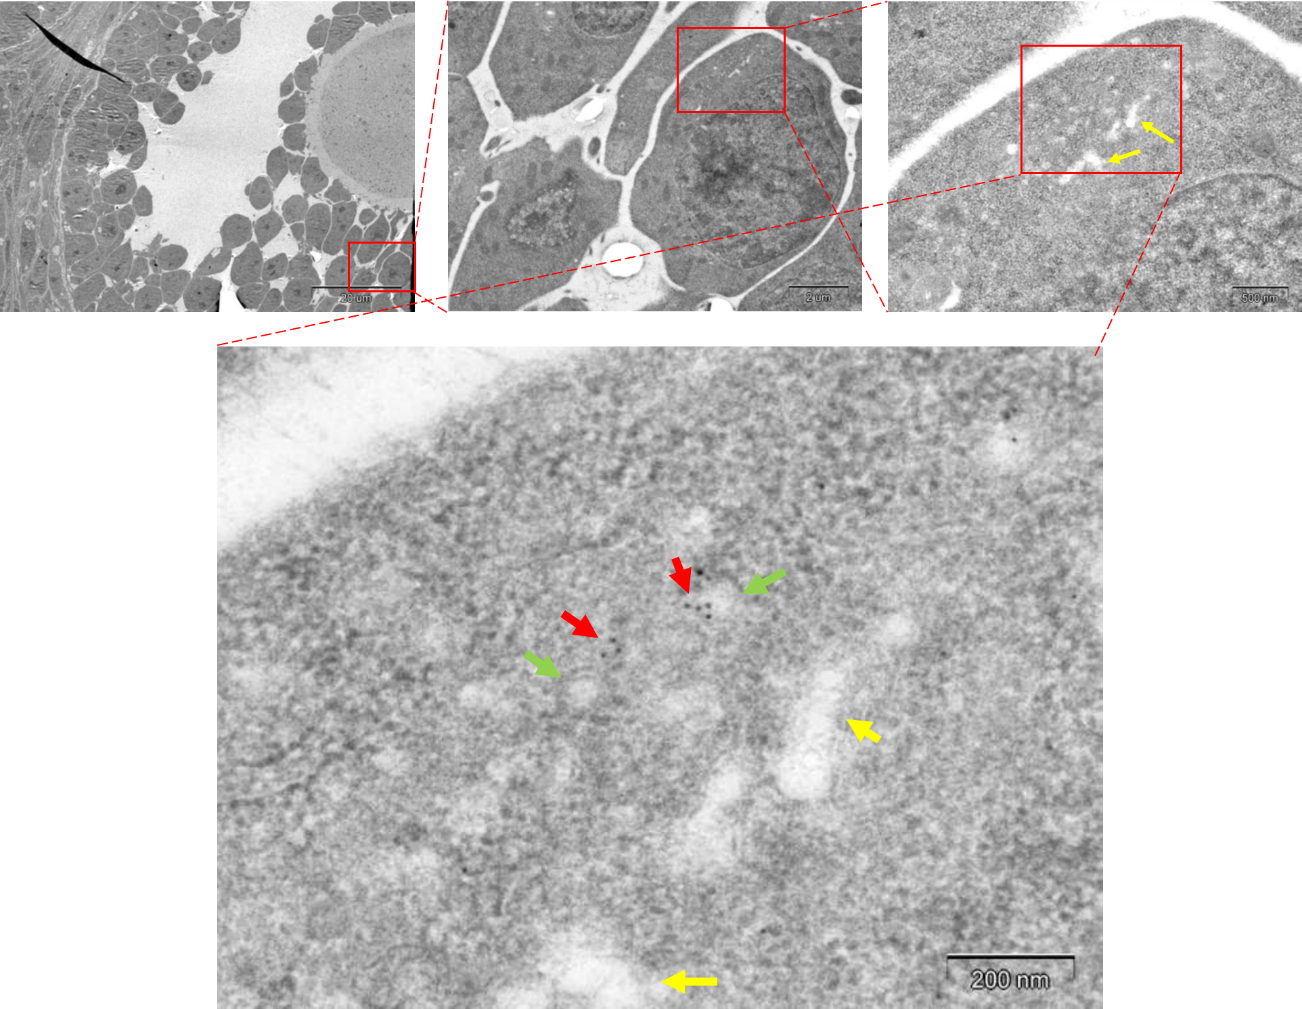

**Figure S1. Detection of substance P by immunoelectron microscopy using 2-week-old mouse ovary.** Immunological signals for SP in secretary granules are indicated by red arrows. Golgi apparatus and secretory vesicles are indicated by yellow and green arrows, respectively. Images within red boxes are progressively enlarged.

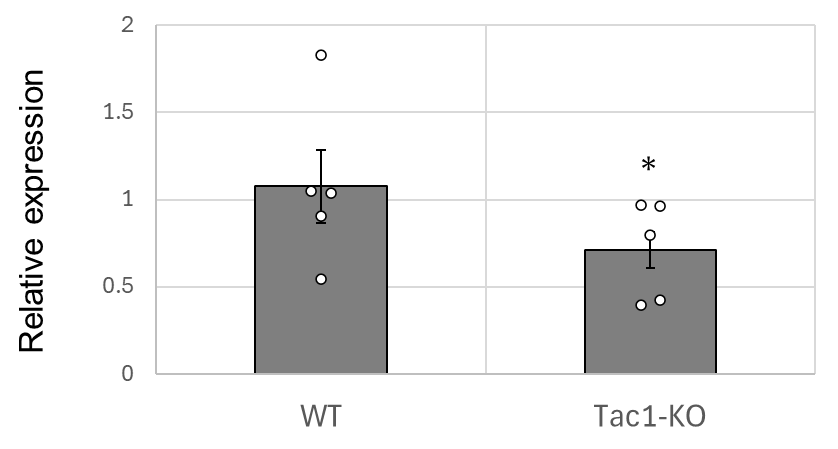

**Figure S2.** **Real-time PCR-based quantification of *COX-2* gene expression in ovaries of 2-week-old wild type and *Tac1-KO* mice.** The induction level of gene expression was calculated from the ΔΔCt values using the *β-actin* gene. Relative expression score was calculated as 2^-ΔΔCT^. Each point represents the mean ± SEM. A significant difference between WT and *Tac1-KO* mice is indicated by an asterisk (*P* < 0.05 according to the t test).

A

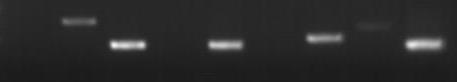

**1 2 3 4 5 6 7 8 9**

B

**1 2 3 4 5 6 7 8 9**

C

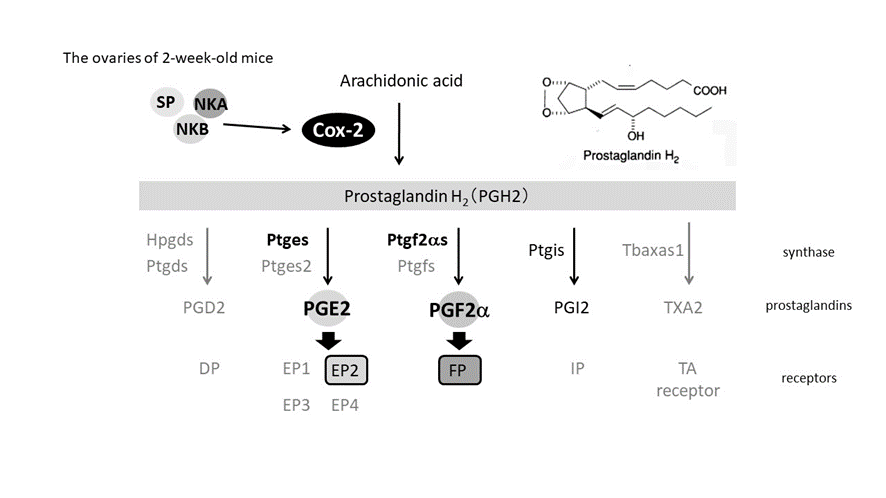

Figure S3. Gene expression of prostaglandin synthases and receptors in the ovaries of 2-week-old mice. (A) RT‒PCR products for prostaglandin synthase genes were generated from the RNA isolated from the mouse ovaries: (1) PGDS, haematopoietic prostaglandin D synthase (NM_019455); (2) PGD2S, prostaglandin D2 synthase (NM_008963); (3) PGES, prostaglandin E synthase (NM_022415); (4) PGES2, prostaglandin E synthase 2 (NM_133783); (5) PGF2αS, 13,14-dihydroprostaglandin F2 α synthase (NM_009658); (6) PGFS, prostamide/prostaglandin F synthase (NM_025582); (7) PGI2S, prostaglandin l2 synthase (NM_008968); (8) TBAS1, thromboxane A synthase 1 (NM_011539); and (9) β-actin (NM_007393). (B) RT‒PCR products for *prostaglandin receptor* genes are shown: (1) PGDR, prostaglandin D receptor (NM_008962); (2) PGER1, prostaglandin E receptor 1 (NM_013641); (3) PGER2 (EP2), prostaglandin E receptor 2 (NM_008964); (4) PGER3, prostaglandin E receptor 3 (NM_011196); PGER4 (EP4), (5) prostaglandin E receptor 4 (NM_008965); (6) PGER (FP), prostaglandin F receptor (NM_008966); (7) PGIR, prostaglandin I receptor (NM_008967); (8) TBA2R, thromboxane A2 receptor (NM_009325); and (9) b-actin (NM_007393). (C) Schematic image of prostaglandin synthesis and the interaction between prostaglandin and receptors in the ovaries of 2-week-old mice.

<insert page break here>
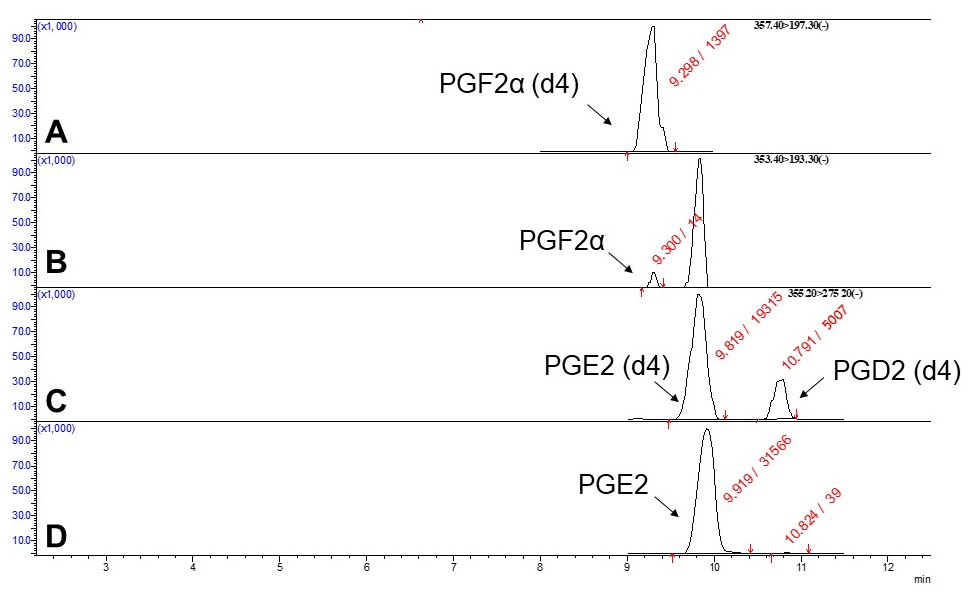
**Figure S4. Detection of prostaglandins using liquid chromatography‒mass spectrometry.** (A) Detection of deuterium-labelled PGF2α (PGF2α-d4) as a standard sample. (B) Detection of PGF2α in ovary extracts from 2-week-old mice. (C) Detection of deuterium-labelled PGE2 (PGE2(d4)) and PGD2 (PGD2(d4)) as standard samples. (D) Detection of PGE2 in ovary extracts from 2-week-old mice. The arrows indicate peaks originated from prostaglandins. Precursor ion peaks of PGE2 was detected as ion peaks of 351.2, while PGE2(d4) and PGD2(d4) were detected as ion peaks of 355.2. Likewise, precursor ion peaks of PGF2α and PGF2α(d4) were detected as ion peaks of 353.4 and 357.4. These numbers correspond to mass of each PG. Product ion peaks of PGE2 and PGE2(d4) were detected as ion peaks of 271.2 and 275.2, while precursor ion peaks of PGF2α and PGF2α(d4) were detected as ion peaks of 193.3 and 197.3. The values of each product ions peak are described in the upper right corner of each panel.

**1 2 3 4 5 6 7 8 9 10 11**

Figure S5. Gene expression of *JAK* and *STAT* genes in mouse secondary follicles. The following RT‒PCR products were generated from secondary follicle RNA for *JAK and STAT* gene expression analysis: (1) β-actin (NM_007393); (2) JAK1 (NM_146145); (3) JAK2 (NM_008413); (4) JAK3 (NM_010589); (5) STAT1 (NM_001205313); (6) STAT2 (NM_019963); (7) STAT3 (NM_213659); (8) STAT4 (NM_011487); (9) STAT5a (NM_011488); (10) STAT5b (NM_001113563); and (11) STAT6 (NM_009284).

Table S1. Quantification of gonadotropin levels s in the serum of 3-week-old mice via ELISA

Table S2. DNA microarray analysis of the *COX-2* (prostaglandin-endoperoxide synthase 2) gene in mouse ovaries treated with TK receptor (TKR) agonists or antagonists. Log2 ratio shows the ratio of gene expression levels in the ovaries of mice treated with TKR agonists to those in the ovaries of mice treated with TKR antagonists. NM_011198 is the GenBank accession number for the mouse *COX-2* gene.

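A log2 ratio of a spot is log2 of its signal with TKR agonists minus log2 of its signal with TKR antagonists, so 1 stands for a 2-fold difference. In the deposited signals, scaled on the 75th percentile, the log2 ratios of the 10 COX-2 spots lay between 0.69 and 3.08, with an SD of 0.80. These ratios divide by antagonist signals that were not well above background, so their size depends on how the background is estimated. The largest ratios, 3.08 and 2.74, came from spots with antagonist signals of 4.49 and 4.54. Those antagonist signals were not significantly different from the local background by the software's criterion. The authors' deposited summary values equal the processed signal times a constant for each array, 1.99 for the agonists and 2.19 for the antagonists, which sets the mean of the spots, trimmed by 2% at each end, to 2500 on both arrays. On this scale the COX-2 spots lay between 55.2 and 89.4 with the agonists and between 9.85 and 41.6 with the antagonists. These spots are spread more widely than those of Table S2, and the deposited files do not show whether the table was made from these arrays.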

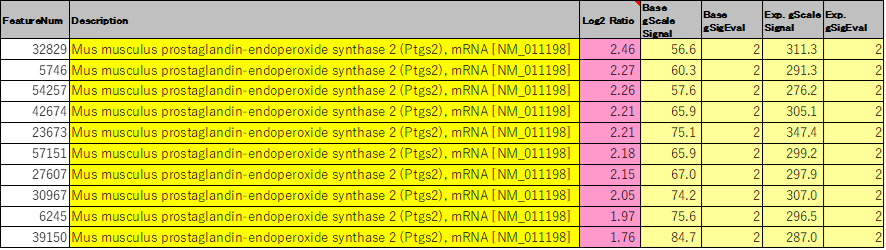

Table S3. List of primers for Real-time PCR

| **Table S4.** List of antibodies for immunohistochemistry | | | | | |
| --- | --- | --- | --- | --- | --- |
| Source | Antibody | Description (antigen) | Host | 1ry Dilution | 2ry Dilution |
| Peninsula Laboratories, LLC | Rabbit anti-SubstanceP | Mouse Substance P | rabbit | 1/50-1/100 | 1/500 |
| Peninsula Laboratories, LLC | Rabbit anti- Neurokinin A | Mouse Neurokinin A | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | NeurokininB(H-51): sc-292436 | Mouse Neurokinin B | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | NK-1R(L-15): sc-14115 | Mouse TACR1 | goat | 1/50-1/100 | 1/500 |
| Santa Cruz | NK-2R(M-48): sc-28951 | Mouse TACR2 | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | NK-3R(H-105): sc-28952 | Mouse TACR3 | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | Cox-2(M-19): sc-1747R | Mouse Cox-2 | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | EP2(H-75): sc-20675 | Mouse EP2 | rabbit | 1/50-1/100 | 1/500 |
| Santa Cruz | PGF2aR(H-55): sc-67029 | Mouse FP | rabbit | 1/50-1/100 | 1/500 |

| **Table S5.** List of chemicals for three-dimensional follicle culture and *in vitro* ovarian organ culture | | | |
| --- | --- | --- | --- |
| Source | Chemicals (agonists, antagonists and inhibitors) | Description (target) | Final conc. |
| Sigma‒Aldrich | [Sar9,Met(O_2_)11]-SP | TACR1 agonist | 1 µM |
| Sigma‒Aldrich | GR-64349 | TACR2 agonist | 1 µM |
| Sigma‒Aldrich | Succinyl-[Asp, N-Me-phe8]sp.6-11 | TACR3 agonist | 1 µM |
| Sigma‒Aldrich | L-703,606 | TACR1 antagonist | 1 µM |
| Sigma‒Aldrich | GR-94800 | TACR2 antagonist | 1 µM |
| Sigma‒Aldrich | SB218795 | TACR3 antagonist | 1 µM |
| Sigma‒Aldrich | Celecoxib | COX-2 inhibitor | 1 µM |
| Cayman Chemical | NS-398 | COX-2 inhibitor | 5 µM |
| Santa Cruz | Oxaprozin | COX-1 inhibitor | 2.2 µM |
| Sigma‒Aldrich | Butaprost | EP2 agonist | 1 µM |
| Cayman Chemical | CAY10598 | EP4 agonist | 10 µM |
| Cayman Chemical | 17-phenyl trinor PGF2α | FP agonist | 1 µM |
| Cayman Chemical | AH6809 | EP2 antagonist | 50 µM |
| Cayman Chemical | GW627368X | EP4 antagonist | 1 µM |
| Cayman Chemical | AL8810 | FP antagonist | 10 µM |
| Cell Signaling Technology | PD98059 | ERK1/2 inhibitor | 100 µM |
| Cell Signaling Technology | SB202190 | p38 inhibitor | 100 µM |
| SANTA CRUZ | JAK Inhibitor I | JAK1, 2, 3 inhibitor | 40 µM |
| Adooq Bioscience | Pacritinib | JAK2, TYK2 inhibitor | 50 nM |
| Sigma‒Aldrich | Tofacitinib citrate | JAK3 inhibitor | 1 nM |
| Abcam | Fludarabine (FAMP) | STAT1 inhibitor | 5.4 nM |
| Abcam | Cryptotanshinone | STAT3 inhibitor | 50 µM |
| Abcam | IQDMA | STAT5 inhibitor | 8 µM |
| Cayman Chemical | AS1517499 | STAT6 inhibitor | 10 µM |

Table S6. List of primers for RT-PCR

Movie S1 (separate file). Movie of the ovaries of 3-week-old wild-type mice corresponding to the results shown in Fig. 1A and Table 1. Follicles more than 150 μm in diameter are indicated by numbers, and the diameter of the black circles is 150 μm.

Movie S2 (separate file). Movie of the ovaries of 3-week-old *Tac1*-KO mice corresponding to the results shown in Fig. 1A and Table 1. Follicles more than 150 μm in diameter are indicated by numbers, and the diameter of the black circles is 150 μm.

Movie S3 (separate file). Movie of the ovaries of 8-week-old wild-type mice corresponding to the results shown in Fig. 1B and Table 1. Follicles more than 300 μm in diameter are indicated by numbers, and the diameter of the black circles is 300 μm.

Movie S4 (separate file). Movie of the ovaries of 8-week-old *Tac1*-KO mice corresponding to the results shown in Fig. 1B and Table 1. Follicles more than 300 μm in diameter are indicated by numbers, and the diameter of the black circles is 300 μm.

How the deposited data were processed for this re-analysis (not part of the article)

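The deposited data are 2 single-colour mouse whole-genome oligonucleotide arrays, 1 for ovaries of 2-week-old mice cultured for 3 days with TKR agonists and 1 for ovaries cultured with TKR antagonists, each ligand at 1 μM. Which array belongs to which group was taken from the sample labels and the paper. RT-PCR, real-time PCR, knockout and follicle culture experiments were not analysed here.

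The authors had the arrays scanned and read with Agilent Feature Extraction software and deposited the intensity of each spot on a linear scale, after the software's background correction and without scaling between arrays, together with its marks for saturation, outliers and signal well above background. They also deposited a summary table of intensities, which was found to equal the processed signal times a constant for each array (largest relative deviation 4.97e-10 over 59305 spots). The constant sets the mean, trimmed by 2% at each end, to 2500. The paper's text states no scaling between the arrays. The arrays were on the same slide, so slide does not separate the groups.

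From these files, control spots were left out, the processed signal was taken as log2 and reduced by its array's 75th percentile, spots marked as outliers were removed and the spots of a probe were averaged, which left 55674 probes. A probe was counted as well above background where over 50% of its spots were. Probe names are RefSeq and other accessions of the array's design; 27235 probes were paired with a gene symbol through RefSeq transcripts listed for assembly GRCm38, used for names only, and 453 of the 26536 probes with an NM accession found no symbol. No coordinates are given, because the array was designed on another assembly. A gene with several probes was represented by the probe with the highest mean signal; 4111 of the 16282 genes well above background on at least 1 array had over 1 such probe. A probe well above background on 1 array only has a lower bound of the fold: the bright value over the higher of the dim value and the lowest signal among probes well above background on the dim array.

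With 1 array per group there is no replicate, so no test was made and no p-value is given. The number of arrays limits the precision: differences between spots show the error of the measurement and not the spread between ovaries. For lists of genes written before the data were examined, the median log2 ratio was set against 10000 random lists of the same size, each member replaced by 1 of the 100 genes nearest in mean signal. The genes named in the text are those the paper names, the 5 genes with the largest log2 ratio in each direction among named genes whose probe was well above background on both arrays with a mean signal at or above the 75th percentile, and the 3 genes with the largest lower bound in each direction.

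Alternatives were no scaling, scaling on the median, on probes detected on both arrays, on quantiles, by loess (span 0.3) and on spike-in controls, the authors' summary values, normexp background correction (offset 50), other summaries of spots and probes, other filters on dim probes and a 4-fold threshold. The spike-in scaling used the E1A probes. The files hold no mean spot signal, so normexp was applied to the median spot signal. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used. The calculation was tested on simulated data for the comparison of agonists with antagonists. Among 33077 probes, 200 were changed by a log2 ratio of 2, with a noise SD of 0.15 on each array. Of these, 200 were recovered, and 0 unchanged probes were called. All simulated probes were well above background, and the change lay far beyond the threshold for this noise. The log2 ratios of the real arrays had an SD of 0.43 across probes. The simulation therefore checks the arithmetic, and not how many real probes pass the threshold without a change.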

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

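The tests of technical explanations and of shares of tissue or granulosa cells in this part were chosen after the medians were seen, and so was the limit of the central 95% that picks out lists; the lists themselves and their comparison with random lists were set before the data were examined. The paper screened these arrays for genes that differ and reports COX-2 from them. Of 16 lists other than those made up of genes it names, 12 had a median log2 ratio outside the central 95% of 10000 random lists matched on mean signal, and the paper reports on none of these lists. Higher on the agonist array were the lists of surface epithelium (median 1.01, 10 of 10 genes higher), endothelium (0.96, 9 of 10), macrophages (0.83, 12 of 12), smooth muscle (0.81, 7 of 7, and 0.47 with normexp), inflammatory NF-kB targets (0.73, 10 of 12, and 0.40 with normexp), ovulatory genes (0.69, 9 of 12, 0.49 with dim values at their bound and 0.30 with normexp), STAT3 targets (0.55, 10 of 12), stroma (0.38, 7 of 10) and hypoxia targets (0.17, 10 of 13). The oocyte list had a median of 0.029, against -0.15 for its random lists; it holds 2 genes the paper names, Gdf9 and Bmp15, and its other 17 genes also had a median of 0.029, at percentile 98.9. Lower on the agonist array were the lists of cholesterol synthesis (-0.58, 13 of 13 genes lower) and proliferation (-0.51, 15 of 15). The lists of granulosa cells (-0.22, at percentile 6.53 of the random lists), theca cells (-0.11), erythrocytes (-0.05) and immediate early genes (0.05) did not stand apart, and their medians had no fixed sign across the scalings (that of the granulosa list reached 0.05 with spike-in scaling). The counts of genes are those with the 75th percentile scaling. No gene is in more than 1 of these 16 lists. The random lists draw each gene independently, while genes of a cell type or pathway may vary together between pieces of ovary. A percentile therefore reflects the spread over genes and not the spread between ovaries. A list can stand apart from its random lists without an effect of the ligands.

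Technical explanations that act on all genes were tested first. A factor common to an array moves a list and its random lists alike, matched or not. Such a factor cannot set a list apart, and the counts below do not test it. Random lists matched on mean signal also follow a trend with signal level, so for these tests the random lists were drawn from all genes without matching. The oocyte list was set apart after its result was seen. With the 75th percentile scaling, 10 of the 12 lists were outside the central 95% of unmatched random lists, all but those of hypoxia targets and oocytes. Without the oocyte list, 11 of 11 were outside on the same side after quantile normalization, 11 after the loess correction for a trend with signal level, which moved genes by between -0.17 and 0.19, and 11 with the normexp background correction. The tables therefore argue against a difference in signal distribution that quantile normalization removes, a trend with signal level and the background correction as the whole cause of these 11 differences. The oocyte list stood apart from genes of like mean signal and not from all genes: it was at percentile 99.45 of matched random lists, and among unmatched ones at 87.7, at 95.4 after quantile normalization, 94.3 after loess and 98.1 with normexp. Scaling or a trend with signal level would give genes of like signal the same ratio, so the 99.45 argues against these as the whole cause, and the 98.1 against the background correction. What sets this list apart was not tested further.

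For the lists of vessels, macrophages, smooth muscle, surface epithelium and stroma, 45 of 49 genes were higher on the agonist array. A lower share of granulosa cells alone would raise the genes of every other cell type alike, yet the surface epithelium median lay 0.98 above the oocyte median, against an SD of 0.13 for this difference in random lists, which argues against it as the whole cause. A candidate explanation is a larger share of tissue from outside the follicles in the RNA of the agonist array, from how the pieces were cut or from growth in culture. The count of 45 is what such a share would give, but it cannot settle this, since the lists were picked because they rose. Among the most abundant genes of these lists, Egfl7 (0.41), Krt18 (1.03), Lyz1 (0.86), Tagln (0.81) and Dcn (0.34) were higher, Csf1r (0.15) and Wt1 (0.23) were higher by less, and Kdr had -0.27, which reached 0.00 with spike-in scaling. With 1 array per group, the share of tissue, other differences between pieces of ovary and an effect of the ligands cannot be told apart.

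The fall of the proliferation and cholesterol synthesis lists was set against the granulosa list for a lower share of granulosa cells. Of 16 granulosa genes 5 were higher and 11 lower, and the granulosa median lay 0.29 above that of the proliferation list, which goes against such a share, while Amh (-0.67), Inha (-0.68) and Fshr (-0.73), picked after their values were seen, fell by as much as the proliferation genes. With members that go both ways the list decides nothing. A lower share of these cells, other differences between pieces of ovary and an effect of the ligands cannot be told apart here.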

How the results depend on the processing

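The alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 array and no result comes from a test.

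The log2 ratio of COX-2 taken at face value stayed between 1.79 and 2.14 under the other scalings, the authors' values and the other summaries of spots. With the normexp background correction it was 0.21, since the added offset of 50 is larger than the COX-2 signals. The lower bound of its fold was above 1 in every setting. It was 1.87 with no scaling, 1.91 with spike-in scaling and 1.16 with normexp. The value with normexp equals the face-value ratio of that setting and so rests on the dim antagonist signals. The log2 ratio of COX-1 was 1.65 with no scaling, 1.69 with spike-in scaling and 0.96 with normexp, and moved by less than the error of its spot in the other settings. COX-1 has 1 spot, so the median over spots and the kept outliers could not change it. COX-2 was not changed by keeping outliers, as none of its spots was marked.

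The numbers of probes at least 2-fold higher and lower, 890 and 233, became 1499 and 98 with no scaling, 1608 and 89 with spike-in scaling, 410 and 60 with normexp, 3339 and 2333 with no filter on dim probes, 231 and 31 with only probes at or above the 75th percentile in mean signal, and 127 and 18 with the 4-fold threshold. The number lower became 149 with the authors' values and 450 with dim probes at the floor, where the number higher stayed within 1.5 times. The share of higher among these probes was 79.3% with the 75th percentile, 93.9% with no scaling and 94.8% with spike-in scaling. The median log2 ratio of probes well above background on both arrays was -0.10 with the 75th percentile, 0.14 with no scaling, 0.18 with spike-in scaling and 0.00 with the authors' values, and the gene lists shift with it. The cause of the changes under scaling is this shift.

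Of 288 values of list medians and of the 10 genes with the largest log2 ratios under the alternatives, 168 kept their sign and moved by less than their spread, 95 kept it and moved by more, and 25 had the opposite sign. These 25 are medians of 8 lists whose main medians lay between -0.25 and 0.05: erythrocyte, granulosa, theca, immediate early, oocyte, TK and receptor, JAK and STAT, and other named genes. The oocyte median, 0.029, was -0.027 with scaling on the median, and of the 8 it alone stood apart from matched random lists. The medians of the surface epithelium, endothelium, macrophage and smooth muscle lists stayed above 0 and those of the proliferation and cholesterol synthesis lists below 0 in every setting. Signal over background limits the ratio of COX-2, whose antagonist spots were not well above background.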

Differences from the paper's values

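For the COX-2 probe, the median signal over its 10 spots on the agonist array is about 300 in Table S2, read by eye, and 76.9 on the scale of the authors' deposited summary values, which was used because the table gives a scaled signal. On the antagonist array it is about 66 in Table S2, read by eye, and 18.6 on the same deposited scale. Without scaling the deposited medians are 38.6 and 8.48. With scaling on quantiles they are 34.9 and 9.62, by loess 35.1 and 9.44, and on spike-in controls 39.5 and 8.48; the median over spots and kept outliers leave 76.9 and 18.6. None of these settings brings the values within those of Table S2. Without scaling, both medians lie below those of the table by a factor of about 7.8, so 1 change of unit common to both arrays would bring both to the table's values, and the median log2 ratio over spots without scaling was 2.17. Such a change does not alter the spread between spots. The brightest antagonist spot is about 1.5 times the dimmest in Table S2, read by eye, and 4.22 times in the deposited signals; the normexp background correction (1.36) falls within 1.5 times the table's value, and no scaling, scaling on the median, on probes detected on both arrays, on quantiles, by loess and on spike-in controls, the authors' values, the median over spots and kept outliers do not. For the agonists it is about 1.3 times in Table S2, read by eye, and 1.62 times in the deposited signals. This comparison of spots was chosen after the values were seen. Table S2 gives the spots of both groups the same evaluation mark, while in the deposited files 10 of 10 agonist spots and 0 of 10 antagonist spots were well above background. The paper cites the table together with these deposited data, and the files themselves do not show whether the table was made from these arrays. Scaling on the median, on probes detected on both arrays and after the normexp correction gives values relative to the array, without a signal unit to set against the table. The median log2 ratio over spots, about 2.2 in Table S2, read by eye, was 1.93 and differs by less than the SD between spots; of the alternatives, only the normexp background correction (0.18) differs by more.

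For COX-1, Fig. 4A shows a relative expression of about 0.9 with agonists over antagonists by real-time PCR, read by eye, with an SEM of about 1.5, and the arrays gave 2.66-fold. Of the alternatives set before the data were examined, the normexp background correction (1.95-fold) falls within the paper's error, and no scaling, scaling on the median, on probes detected on both arrays, on quantiles, by loess and on spike-in controls, the authors' values, the median over spots and kept outliers do not. This outcome rests on an SEM read by eye. Relative expression cannot be negative, and the mean of such values cannot be smaller than its SEM. The reading or the scale of the figure is therefore uncertain. The sorting of settings cannot decide whether the arrays and the real-time PCR differ.

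The paper states that COX-1 was not altered by the treatment. On these arrays its log2 ratio was 1.41, and above 0 in every setting tried.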

Other observations

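Of the tests in this part, those of COX-1 and of a trend with signal level for COX-2, the comparison of COX-2 with other probes printed at 10 spots and the use of the lower bound of COX-2 for scaling, the trend and gene lists were chosen after the values were seen.

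The higher COX-2 signal on the agonist array was weighed against technical explanations. Over the other scalings the lowest face-value log2 ratio was 1.79, that of the loess correction for a trend with signal level, and the next was 1.81, with scaling on the median. The lower bound, which does not rest on the dim antagonist signals, was at least 1.51-fold over these scalings, with loess the lowest; this is 0.59 on the log2 scale, against an SD of 0.23 between the agonist spots. This argues against scaling and such a trend as the whole cause. The 10 spots are spread over the array and did not overlap between arrays, with a gap of 0.31 on the log2 scale, which argues against spot noise or a local defect. The scatter of dim probes remains open: COX-2 lay at percentile 96.6 of the 500 probes nearest in mean signal, within the central 95% that had been set as the limit. Most of those probes have a single spot. Of 44 other probes printed at 10 spots within 1 log2 unit in mean signal, 1 had a ratio at least as large, and so did 1 of the 115 that were dimmer than COX-2 or brighter by less than 1 log2 unit; this comparison was made after the percentile was known and does not replace it.

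The cell types and responses in which COX-2 could differ were compared through gene lists. The limits set beforehand were shares of the face-value log2 ratio of COX-2. Since only a lower bound of its difference was measured, the lists were also set against the log2 of that bound, 0.66. The granulosa list had a median of -0.22, and 0 of its 16 genes reached the bound, which argues against more granulosa cells as the whole cause; with the loess correction 2 and with normexp 4 of them reached the bound of that setting. The macrophage list had a median of 0.83, and 8 of its 12 genes reached the bound, so more macrophages and a change within cells cannot be told apart. The inflammatory list lay at percentile 99.99 of matched random lists, as a wider inflammatory response would give, while immediate early genes lay at percentile 82.2. With 1 array per group, a difference in COX-2 as part of such a response, or of a change in tissue, cannot be told apart from a direct effect of the receptors. This holds for these arrays alone. The paper also reports real-time PCR, Tac1-KO ovaries and inhibitors of JAK and STAT in follicles, which were not analysed here. Without an array of untreated ovaries, a rise with the agonists and a fall with the antagonists cannot be told apart.

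COX-1 lay at percentile 99.0 of the 500 probes nearest in mean signal and its log2 ratio was 1.47 after the loess correction, which argues against a trend with signal level. An error of its single spot stays open, since no other spot of the probe exists and the software's error of 0.21 does not cover every defect. More tissue from outside the follicles may also raise COX-1: the surface epithelium list rose by a median of 1.01. This cannot be told apart from an effect of the ligands.

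Values for other genes the paper studies, in ovaries or follicles that were not on these arrays, are as follows. Among the genes of TKs and their receptors, Tacr2 (-0.25), Tac1 (-0.54) and Tac2 (1.11) were well above background on both arrays, and the probes of Tacr1, Tacr3 and Tac4 were well above background on neither. The ratio of Tacr2 was 0.02 with spike-in scaling, while those of Tac1 and Tac2 kept their sign in every setting. The median of the TK and receptor list was -0.25, and 0.02 with spike-in scaling. Among PG receptors, Tbxa2r (2.04), Ptger3 (1.11), Ptger4 (0.89), Ptger2 (0.64) and Ptger1 (0.01, and between -0.05 and 0.28 over the alternatives) were well above background on both arrays. Ptgir was at least 1.93-fold higher with the agonists, and the probes of Ptgdr and of Ptgfr, the gene of FP, were well above background on neither. By RT-PCR in ovaries (Fig. S3), the paper found expression of EP2 (Ptger2), EP4 (Ptger4) and FP only. The arrays thus differ from that result for Tbxa2r, Ptger3, Ptger1, Ptgir and Ptgfr. The ovaries on the arrays had been cultured with ligands. A dim probe does not show that a gene is absent, so the arrays do not contradict expression of FP. The median of the PG receptor list was 1.00, or 0.92 with dim values at their bound, and between 0.42, with normexp, and 1.27 over the alternatives; Ptger3 fell to 0.32 and Ptger4 to 0.41 with normexp. Among PG synthases the median was 0.35, or 0.16 with dim values at their bound, and between 0.21 and 0.62 over the alternatives, with Ptgds (1.69) highest and Ptges at -0.05, which lay between -0.11 and 0.22 over the alternatives. The JAK and STAT list had a median of 0.00, and between -0.12 and 0.27 over the alternatives, with Jak3 (1.02) highest and Stat2 (-0.53) lowest. The list of other genes the paper names had a median of -0.05, and between -0.10 and 0.23 over the alternatives, with Actb at -0.01 (between -0.07 and 0.26), Ctsd at 0.33 and Kiss1 at 1.80, for which another probe gave 0.31. The pair of cyclooxygenases had a median of 1.64 at face value and 1.04 with COX-2 at its bound. The face-value median lay between 0.59, with normexp, and 1.91 over the alternatives.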
